# Rhythmic transcription of *Bmal1* stabilizes the circadian timekeeping system in mammals

**DOI:** 10.1038/s41467-022-32326-9

**Published:** 2022-08-23

**Authors:** Yasuko O. Abe, Hikari Yoshitane, Dae Wook Kim, Satoshi Kawakami, Michinori Koebis, Kazuki Nakao, Atsu Aiba, Jae Kyoung Kim, Yoshitaka Fukada

**Keywords:** Circadian rhythms, Oscillators

## Abstract

In mammals, the circadian clock consists of transcriptional and translational feedback loops through DNA *cis*-elements such as E-box and RRE. The E-box-mediated core feedback loop is interlocked with the RRE-mediated feedback loop, but biological significance of the RRE-mediated loop has been elusive. In this study, we established mutant cells and mice deficient for rhythmic transcription of *Bmal1* gene by deleting its upstream RRE elements and hence disrupted the RRE-mediated feedback loop. We observed apparently normal circadian rhythms in the mutant cells and mice, but a combination of mathematical modeling and experiments revealed that the circadian period and amplitude of the mutants were more susceptible to disturbance of CRY1 protein rhythm. Our findings demonstrate that the RRE-mediated feedback regulation of *Bmal1* underpins the E-box-mediated rhythm in cooperation with CRY1-dependent posttranslational regulation of BMAL1 protein, thereby conferring the perturbation-resistant oscillation and chronologically-organized output of the circadian clock.

## Abstract (web summary)

The mammalian circadian clock is composed of clock genes forming transcriptional feedback loops. Here, the authors identify a key role of the secondary feedback loop that is interlocked with the core loop to establish a perturbation-resilient clock system.

## Introduction

The circadian clock regulates 24-hour rhythms of physiological functions in a variety of organisms^1,2^. In mammals, the circadian clock oscillation is based on transcriptional and translational feedback loops^1^, in which DNA *cis*-elements, E-box and RRE, play pivotal roles for regulating transcriptional rhythms of a series of clock genes^3^. A heterodimer of CLOCK and BMAL1 activates transcription of *Period* (*Per*) and *Cryptochrome* (*Cry*) genes through E-box, and the transactivation is suppressed by PER and CRY proteins (Fig. 1a). In addition to this negative feedback loop, transcription of *Bmal1* is known to be regulated by RRE in a circadian manner^3^. RRE-mediated transcription is activated by ROR (α/β/γ) proteins, and it is repressed by REV-ERB (α/β) whose transcription is regulated by E-box^4,5^. In this way, the E-box-mediated core loop is interlocked with the RRE-mediated additional loop (Fig. 1a), and hundreds of clock-controlled genes are rhythmically regulated by these *cis*-elements or combinations of several *cis*-elements. For example, *Cry1* is regulated by not only E-box but also RRE, and *Per2* is regulated by E-box and other cis-elements such as D-box^3,6,7^. The interlocked oscillatory model is based on studies of behavioral rhythms of mutant mice deficient for core clock genes. *Bmal1* knockout mice^8^ and double knockout mice of *Clock* and its paralog *Npas2*^9^ lost the circadian rhythmicity under constant dark condition. In addition, double deficiency of *Cry1/Cry2*^10^*, Per1/Per2*^11,12^, or *Rev-erbα/Rev-erbβ*^13^ also caused severe attenuation of the behavioral rhythmicity. Deficiency of these transcription factors abolishes transcriptional regulation through E-box or RRE, leading to disruption of the rhythmic transcription of the other clock genes. Because deficiencies of the core clock genes have multiple points of action on the clockwork, it remains unclear how rhythmic transcription of each core clock gene contributes to the circadian clock oscillation and its output.

**Fig. 1:**
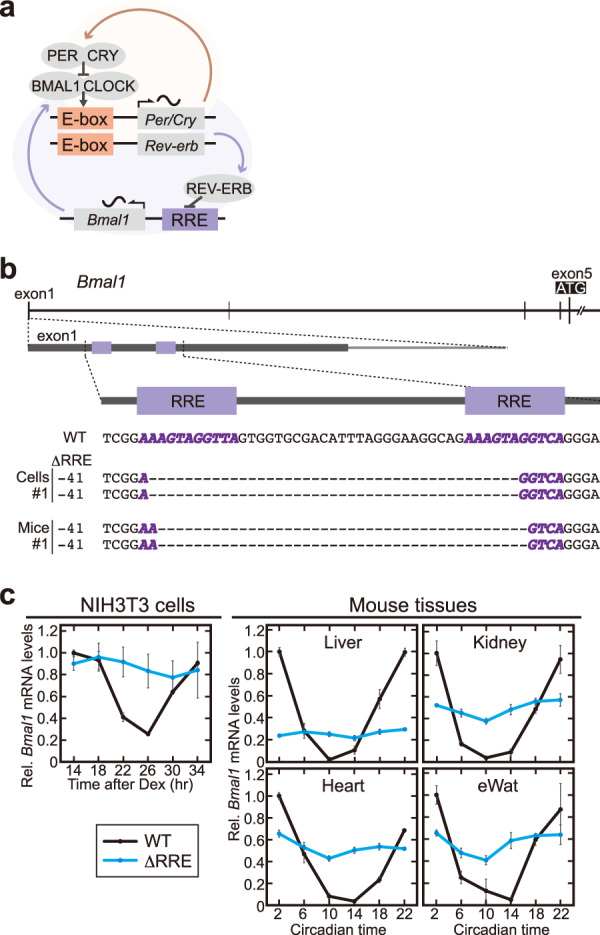
Two RREs in the 5’-UTR of *Bmal1* are essential for rhythmic expression of *Bmal1*. **a** A model for the mammalian circadian clock composed of two interlocking loops through DNA *cis*-elements, E-box and RRE. CLOCK and BMAL1 activate the E-box-mediated transcription of a series of genes such as *Per*, *Cry*, and *Rev-erb* genes, and the transactivation is suppressed by translated PER and CRY proteins. REV-ERB proteins repress the RRE-mediated transcription of a series of genes such as *Bmal1*. **b** The genome structure of the *Bmal1* gene locus (Upper panel) and the sequences of ΔRRE cell line #1 and ΔRRE mouse line #1 (Lower). Thick and thin lines indicate exons and introns of *Bmal1*, respectively. RRE elements are indicated by two boxes in purple (*Upper*) or bold italic letters in purple (Lower). **c** Temporal profiles of *Bmal1* mRNA levels. Fibroblasts (NIH3T3 cells), livers, kidneys, hearts and epididymal white adipose tissues (eWAT) were harvested at 4-hr intervals, followed by quantitative RT-PCR. The mRNA levels of *Bmal1* were normalized by *Rps29*. Data are means ± SEM (*n* = 3 for WT, *n* = 4 for ΔRRE). Blue and black lines indicate the ΔRRE mutants and the littermate controls, respectively.

Recently, mathematical modeling has been employed to substantiate molecular mechanisms underlying various oscillatory systems such as circadian clockwork^14,15^. Although the mammalian circadian clockwork consists of the two interlocking feedback loops, mathematical modeling indicates that a single negative feedback loop with time delay can generate sustained oscillations^16^. Experimentally, synthetic biology using an artificial oscillatory system of microbial consortium revealed autonomous oscillation of transcription by a single negative feedback loop^17^. It should be emphasized, however, that an additional interlocked loop provides robustness of the oscillatory system^17–19^. It is conceivable that the structure consisting of the two interlocking loops is beneficial for the mammalian circadian clock system.

In this study, we focused on a physiological role(s) of the RRE-mediated feedback loop in the circadian clock. In previous studies, functional RREs ([A/T]A[A/T]NT[A/G]GGTCA) were identified in several clock genes, and two closely-positioned RREs are located in the *Bmal1* 5ʹ-UTR region^4,20^. The RRE-mediated transcriptional regulation is expected to determine the abundance of BMAL1 protein, in combination with the protein degradation through posttranslational regulation such as phosphorylation^21–23^. Then, bioluminescence rhythms were detected by using a luciferase reporter including the two RREs^20,24^^.^ While *Bmal1* shows clear mRNA rhythms in most mouse tissues^25,26^, it remains unclear whether the two RREs are required for the expression rhythm of endogenous *Bmal1* gene. Furthermore, it is still elusive to what degree the RRE-mediated rhythmic transcription of *Bmal1* contributes to the circadian clock oscillation. Here, by deleting the highly conserved DNA region including the two RREs, we established mutant cells and mice deficient for the RRE-mediated transcriptional regulation of *Bmal1* gene. We also employed a mathematical model of the mutant, in which we observed constitutive expression of *Bmal1* mRNA. Integration of mathematical modeling and biochemical analysis of the RRE-deficient mutants revealed that the RRE-mediated feedback loop plays a key role in stabilizing the 24-hour timekeeping system through the functional rhythm of BMAL1 protein. The present study provides direct evidence that the coupling of the two feedback loops through RRE and E-box underpins the robust circadian clock oscillation.

## Results

### RRE elements are essential for rhythmic transcription of *Bmal1*

*Bmal1* gene is essential for circadian oscillation^8,27^ (Supplementary Fig. 1), and two RREs in the *Bmal1* 5’-UTR region are highly conserved among mammals (Supplementary Fig. 2a). Luciferase reporters containing the RREs has been widely used for monitoring cellular bioluminescence rhythms^20,24^. Deletion or mutation of these two RRE sequences in a luciferase reporter abolished the bioluminescence rhythm (Supplementary Fig. 2b–e) as was shown previously^20,24,28^, indicating that the two RREs are important for generating rhythms of the reporter. To examine contribution of the two RREs to the transcriptional rhythm of endogenous *Bmal1* gene, we generated mutant NIH3T3 cells and mutant mice that are deleted of the two RREs by using CRISPR-Cas9 system. Specifically, we isolated three independent lines of mutant cells and two lines of mice (named ΔRRE mutants), all of which had a double allelic deletion in the RREs (Fig. 1b and Supplementary Fig. 3). The ΔRRE mutant mice were born in the expected Mendelian ratio with normal morphology. In quantitative RT-PCR analysis, we observed clear *Bmal1* expression rhythm in wild-type (WT) NIH3T3 cells, and the *Bmal1* rhythm was abrogated in the ΔRRE mutant cells (Fig. 1c). Similarly, the *Bmal1* expression rhythm was abolished in the mutant mouse liver, kidney, heart, and epididymal white adipose tissue (eWAT) (Fig. 1c). These results demonstrated that transcriptional regulation through the two RREs located in the *Bmal1* 5ʹ-UTR region is essential for the circadian expression of endogenous *Bmal1* gene.

The amounts of *Bmal1* mRNA in the ΔRRE mutant NIH3T3 cells were maintained at a high level that was comparable to the peak of the *Bmal1* mRNA rhythm in WT, whereas the mutant mouse tissues showed constant expression levels that were in the middle or lower range (Fig. 1c). These data suggest that the balance in transcription factors between the activators (RORs) and the repressors (REV-ERBs) of the RRE-mediated transcription is different among cells and tissue types. This idea is supported by the fact that ROR isoforms are expressed at quite different levels among tissues, whereas REV-ERBs show relatively ubiquitous expression in almost all tissues^25,27^.

### Circadian oscillation persists without transcriptional rhythm of *Bmal1*

To evaluate roles of the *Bmal1* expression rhythm at a behavioral level, we monitored wheel-running rhythms of the ΔRRE mutant mice. The mutant mice exhibited normal daily rhythms entrainable to 12-hr light/12-hr dark (LD) cycles (Fig. 2a and Supplementary Fig. 4). When released to constant dark (DD) conditions, the mutant mice showed stable behavioral rhythms according to their internal circadian clock (Fig. 2a and Supplementary Fig. 4), in contrast with *Bmal1* knockout mice that exhibited complete loss of the rhythmicity in DD^8^. No significant difference was observed in free-running period in DD between the ΔRRE mutant and control mice (Fig. 2b), indicating that the *Bmal1* expression rhythm is not required for the behavioral rhythm. To monitor the circadian oscillation at a tissue level by a bioluminescence reporter system, the *Bmal1*-ΔRRE mutant mice were crossed with PER2::LUC mice. We found that clear bioluminescence rhythms were maintained in slices of suprachiasmatic nucleus (SCN), lung, and eWAT of the double knock-in mice (Fig. 2c–e, Supplementary Fig. 5). Furthermore, in the ΔRRE mutant of NIH3T3 cells, we observed clear circadian rhythm, when the cells were transiently transfected with the luciferase reporter (Fig. 2f, g and Supplementary Fig. 6a, b). To investigate whether other clock genes maintain their expression rhythms, we performed qRT-PCR analysis of the ΔRRE mutant cells and mouse tissues, and found clear mRNA rhythms of both E-box-controlled genes (*Dbp*, *Rev-erbα*, and *Per2*) and RRE-controlled genes (*E4bp4* and *Clock*) (Fig. 2h). We also observed clear circadian rhythms of a series of clock proteins in cell nuclei of the mutant liver, similar to what were observed in WT liver nuclei (Supplementary Fig. 7a, b). Taken together, these results indicate that the RRE-mediated rhythmic transcription of *Bmal1* gene is dispensable for the circadian oscillation in both cells and mice.

**Fig. 2:**
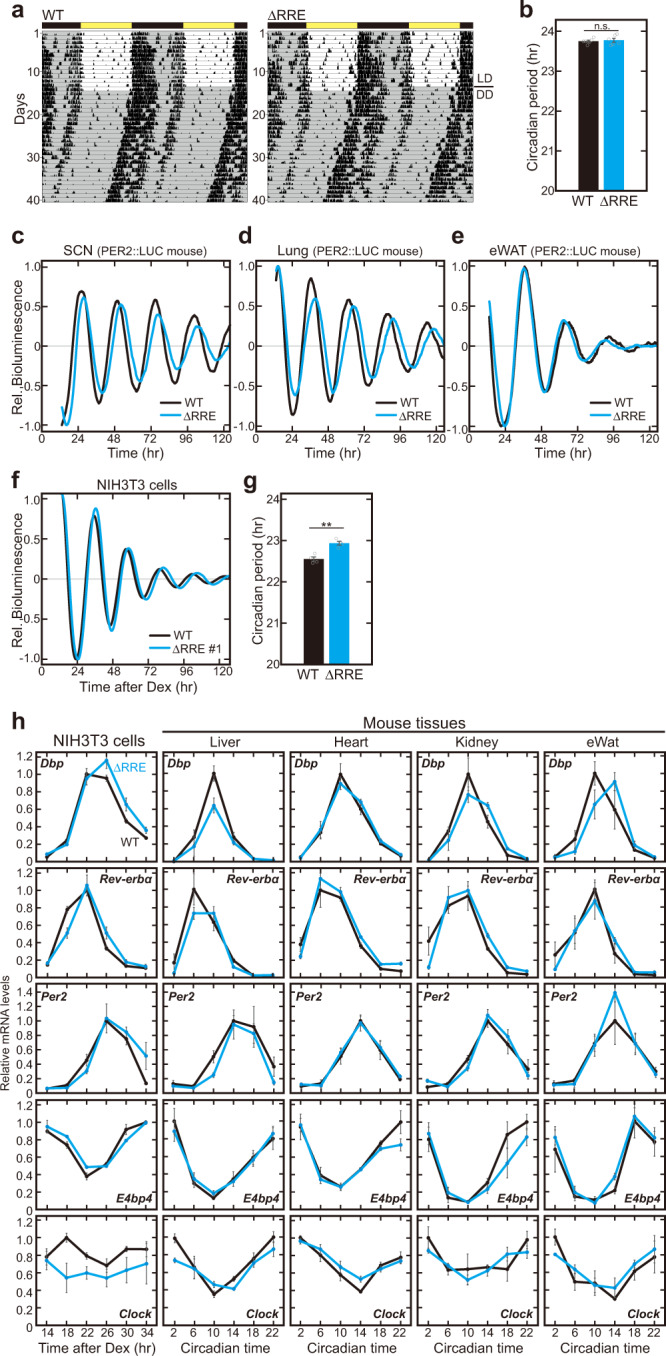
Circadian oscillation is apparently maintained in the absence of the rhythmic transcription of *Bmal1*. **a** Double-plotted wheel-running activities of representative ΔRRE homozygous and littermate WT mice. Horizontal black and yellow bars above each actogram indicate dark and light phases in the light-dark (LD) cycle, respectively. **b** The circadian period of the activity rhythm under the DD condition determined via a chi-square periodogram procedure based on the locomotor activities in days 11 to 24 after the start of DD condition. Data are means ± SEM from 6 WT mice and 6 homozygous ΔRRE mice. Two-sided Student’s *t* test, n.s., *P* ≥ 0.05 *vs*. WT. Source data are provided as a Source Data file. **c**–**e** Representative relative bioluminescence rhythms in the SCN slice (**c**), lung (**d**) and eWat (**e**) of PER2::LUC-WT and PER2::LUC-ΔRRE mice. The tissues are cultured on the Millicell membrane for the long-term monitoring. Blue and black lines indicate the ΔRRE mutants and WT (littermate) controls, respectively. **f**, **g** Representative relative bioluminescence rhythms from the ΔRRE and WT NIH3T3 cells. A Luciferase reporter containing RREs was transiently transfected to monitor the bioluminescent rhythms. Cells were synchronized by 2-hr pulse treatment with dexamethasone just before the monitoring. The circadian periods of the ΔRRE mutant and WT cells are shown in panel (**g**). Data are means ± SEM (*n* = 4). Two-sided Student’s *t* test, **P < 0.01 vs. WT (*P* = 0.0016). Source data are provided as a Source Data file. **h** Temporal mRNA expression profiles of five clock genes (*Dbp, Rev-erbα*, *Per2*, *E4bp4* and *Clock*) in NIH3T3 cells and mouse tissues. The mRNA level of each gene was normalized by *Rps29*. *Bmal1* mRNA levels in the ΔRRE mutant cells and mouse tissues were judged as arrhythmic by the analysis of BIO_CYCLE. Also, *Clock* mRNA level in NIH3T3 cells was judged as arrhythmic in both WT and the ΔRRE mutant. Indicated cells and tissues were harvested at 4-hr intervals, followed by quantitative RT-PCR. Data are means ± SEM (*n* = 3 for WT, *n* = 4 for ΔRRE). Blue and black lines indicate the ΔRRE mutants and WT (littermate) controls, respectively.

### BMAL1 phosphorylation rhythm is maintained even in the absence of its transcriptional rhythm

To systematically investigate how stable circadian rhythms can be maintained in the absence of the *Bmal1* mRNA rhythm (Fig. 2), we adopted a detailed mathematical model describing the mammalian circadian clock (Kim-Forger model), which accurately captures the change of circadian properties in response to various clock gene mutations and pharmacological inhibitions^14,29–31^. To simulate the circadian clockwork in the ΔRRE mutant, we eliminated the RRE-mediated transcriptional regulation of *Bmal1* gene in the model resulting in the constitutive expression of *Bmal1* mRNA (Fig. 3a) like our experimental data (Fig. 1c). This ΔRRE mutant model generated clear circadian rhythms of other clock genes whose amplitudes were similar to those in the WT model (Fig. 3a). The circadian period of the ΔRRE mutant model was slightly longer than that of the WT model (Fig. 3b) and these simulated results were consistent with the experimental data (Fig. 2c–h).

**Fig. 3:**
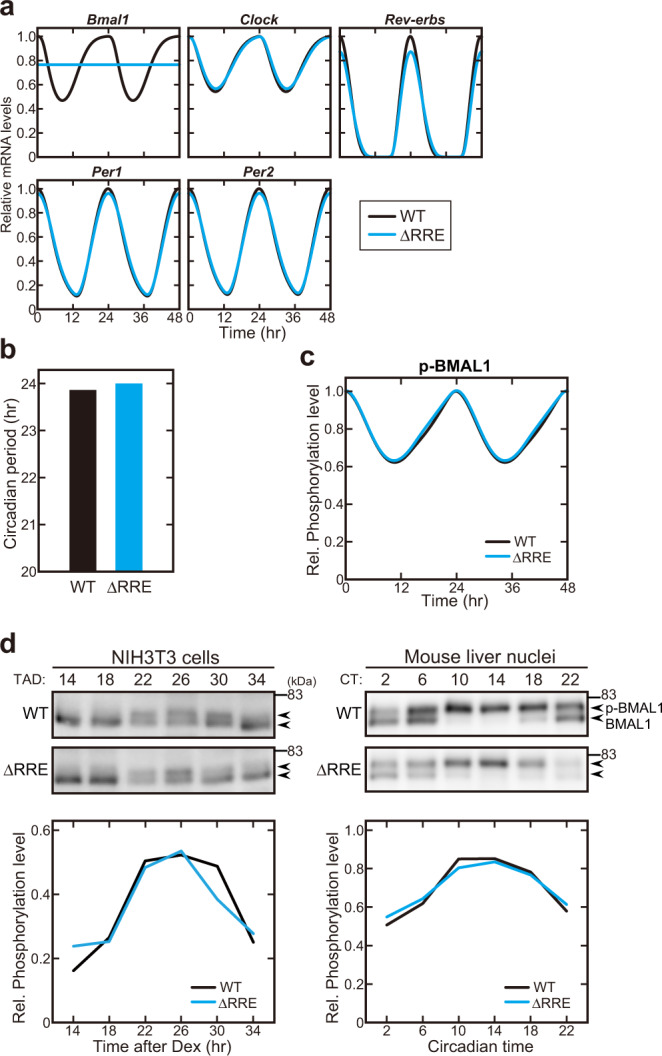
The functional rhythm of BMAL1 is maintained in the absence of the *Bmal1* mRNA rhythm. **a** Simulated temporal profiles of mRNA expression of clock genes. Blue and black lines indicate the ΔRRE mutant and WT models, respectively. **b** Simulated circadian period in the ΔRRE mutant and WT models. **c** Simulated expression profiles of phosphorylated BMAL1 (p-BMAL1) protein in the ΔRRE mutant and WT models. **d** Circadian variation of BMAL1 phosphorylation in the CLOCK-BMAL1 complex in NIH3T3 cells (*Left* panel) and mouse liver nuclei (*Right*). Samples were prepared at 4-hr intervals, followed by SDS-PAGE and immunoblotting using anti-BMAL1 antibody. Quantified data are shown in the *Lower* panels.

Even in the absence of the rhythmic *Bmal1* transcription, we found that BMAL1 phosphorylation rhythm was still maintained (Fig. 3c). In particular, the ΔRRE mutant and WT models simulate nearly identical rhythms of the BMAL1 phosphorylation. To examine this prediction, we performed immunoblot analysis of BMAL1 protein phosphorylation, which can be monitored by its band-shift in SDS-PAGE gels^23^. Then we observed time-of-day-dependent band-shifts of the BMAL1 protein bands in the ΔRRE mutant cell lysates and the mutant liver nuclei, with temporal profiles that were quite similar to those observed in WT (Fig. 3d). Taken together, functional rhythm of BMAL1 protein represented by its phosphorylation rhythm^21–23,32^ was maintained even in the absence of the *Bmal1* mRNA rhythm, and this should contribute to the apparently normal rhythmicity of the other clock genes in the ΔRRE mutant (Fig. 2c–h).

### Dual regulation of BMAL1 phosphorylation rhythm leads to circadian oscillation

We investigated the molecular mechanism underlying the phosphorylation dynamics (functional rhythm) of BMAL1 in the ΔRRE mutant by using the mathematical model. We first examined the possibility that rhythmic transcription of *Clock* gene through its RRE^3^ may drive the functional rhythm of BMAL1 in CLOCK-BMAL1 heterodimer, because the heterodimerization is known to regulate the BMAL1 phosphorylation^22,23,33^. In the model, we eliminated the RRE-mediated transcriptional regulation of *Clock* gene in addition to that of *Bmal1* gene. Even under the constant expression of *Clock* and *Bmal1* mRNAs, the BMAL1 phosphorylation rhythm was unaffected (Supplementary Fig. 8a–c), suggesting that the *Clock* expression rhythm plays a minimal role for driving functional rhythm of BMAL1 in the ΔRRE mutant. Experimentally, shRNA-mediated *Clock* knock-down reduced the amplitude of the cellular rhythms in both the ΔRRE mutant and WT cells, and the degree of the amplitude reduction was similar to each other (Supplementary Fig. 8d, e). It was also reported that *Clock* gene is almost constantly expressed in the mouse SCN^20^. Together, these observations support our mathematical model predicting that the expression rhythm of *Clock* gene is dispensable for driving the BMAL1 functional rhythm.

We next focused on CRYs-mediated regulation of the BMAL1 functional rhythm, because CRY proteins are known to suppress the BMAL1 phosphorylation and consequently stabilize BMAL1 protein^21,23^. To investigate whether CRYs may play a key role for the circadian oscillation in the absence of the *Bmal1* mRNA rhythm, we perturbed the rhythmic expression of CRYs in the mathematical models of the ΔRRE mutant and WT. When the degradation rates of CRY1 and CRY2 were decreased (*i.e*., CRYs were more stabilized), the BMAL1 phosphorylation rhythm was attenuated in the WT model and completely abolished in the ΔRRE mutant (Fig. 4a). We found that such disruption of BMAL1 phosphorylation rhythm mainly originates from the perturbation of CRY1 degradation rate via the simulation (Supplementary Fig. 9). Furthermore, the model simulation showed that the perturbation of CRY proteins stability caused a larger change in the circadian period in the ΔRRE mutant than in the WT model (Fig. 4b and Supplementary Fig. 10a). To confirm this prediction, the ΔRRE mutant and WT cells were treated with KL001, which stabilizes CRY proteins by binding to their FAD-binding pockets^34^. Indeed, the circadian period of the bioluminescence rhythm was more lengthened by KL001 in the mutant cells than in the WT cells (Fig. 4c and Supplementary Fig. 10b). The more significant period-lengthening effect in the mutant raises the idea that the CRY protein rhythm and the *Bmal1* mRNA rhythm cooperate to drive the normal circadian oscillation.

**Fig. 4:**
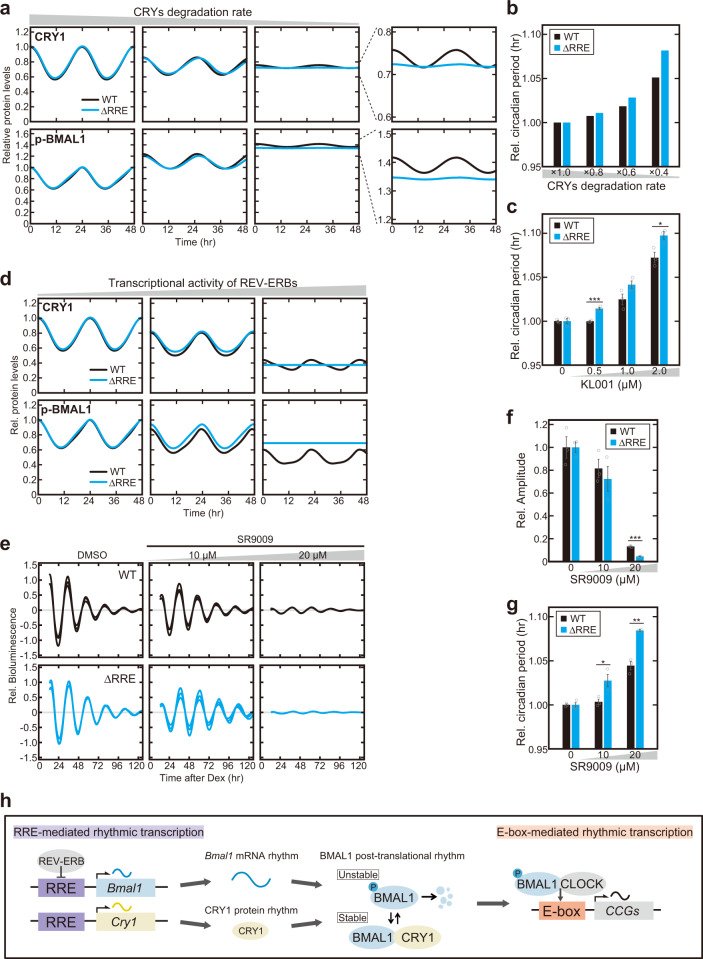
Circadian oscillation in the ΔRRE mutant is sensitive to perturbations of CRY1 protein rhythm. **a** Simulated temporal expression profiles of CRY1 (*Upper* panel) and phosphorylated BMAL1 (*Lower*) depending on CRYs degradation rate. The degradation rate of CRYs in the nucleus was decreased by 60% (Center panel) and 80% (Right). Enlarged figures of the *Right* panel are shown next to them. Blue and black lines indicate the ΔRRE mutant and WT models, respectively. **b** Simulated circadian period change in the ΔRRE mutant and WT models when the CRYs degradation rate was decreased (i.e., CRYs were more stabilized) by 20%, 40% and 60%. In each of the mutant and WT, the circadian period of the original state was normalized to 1.0. **c** Effect of KL001 on the circadian period change of the bioluminescence rhythm in the ΔRRE mutant and WT NIH3T3 cells. Data are means ± SEM (*n* = 3). Two-sided Student’s *t* test, *P < 0.05; ***P < 0.001 vs. WT (0.5 µM, *P* = 0.00062; 2.0 µM, *P* = 0.027). Source data are provided as a Source Data file. **d** Simulated temporal expression profiles of CRY1 (*Upper* panel) and phosphorylated BMAL1 (*Lower*) depending on the repressor activity of REV-ERBs. The REV-ERBs activity increases by decreasing the dissociation constant of REV-ERBs to RREs of clock genes by 50% (Center panel) and 90% (Right). **e**–**g** Effect of SR9009, an agonist of REV-ERBs, on the bioluminescence rhythm in the ΔRRE mutant and WT NIH3T3 cells. Relative amplitudes of the cellular rhythms are shown in (**f**) as means ± SEM (*n* = 3). The circadian periods of the cellular rhythms are shown in (**g**) as means ± SEM (*n* = 3). Two-sided Student’s *t* test, *P < 0.05; **P < 0.01; ***P < 0.001 vs. WT (**f**, 20 µM, *P* = 0.000019; **g**, 10 µM, *P* = 0.035; 20 µM, *P* = 0.0012). Source data are provided as a Source Data file. **h** A model for dual regulation of BMAL1 functional rhythm that leads to the robust circadian oscillation. The RRE-mediated rhythmic transcription of two clock genes *Bmal1* and *Cry1* cooperates to generate the functional rhythm of BMAL1 protein. The rhythmic transcription of *Bmal1* and the rhythmic post-translational regulation of BMAL1 protein via interaction with CRY1 lead to the E-box-mediated rhythmic transcription.

This idea led us to investigate whether the ΔRRE mutant and WT differently respond to perturbation of *Cry* transcription. In the mathematical model, we increased the transcriptional activity of REV-ERBs that is known to suppress transcription of *Cry1* gene through its RRE elements^6^. This completely abolished the rhythmicity of CRY1 protein and phosphorylated BMAL1 levels in the ΔRRE mutant model but not in the WT model (Fig. 4d). Experimentally, NIH3T3 cells were treated with SR9009, an agonist of REV-ERBs^35^, and indeed, we observed that the amplitude of the bioluminescence rhythm was more severely reduced in the ΔRRE mutant cells than in the WT cells (Fig. 4e, f). Furthermore, the SR9009 treatment lengthened the circadian period, and the effect was significantly stronger in the ΔRRE mutant cells (Fig. 4g and Supplementary Fig. 10c). These observations demonstrated that the ΔRRE mutation increased susceptibility of the circadian oscillation to perturbations of CRY1 protein.

Taken together, we focused on the BMAL1 phosphorylation rhythm in the absence of the *Bmal1* transcriptional rhythm, and found that the CRY1 protein rhythm is a key contributor to maintaining the apparently normal circadian oscillation in the ΔRRE mutant cells. The RRE-mediated transcriptional rhythms of the two clock genes *Bmal1* and *Cry1* cooperate to generate the functional rhythm of BMAL1 protein and hence leads to the robust circadian rhythm of E-box-mediated transcription (Fig. 4h).

### Physiological roles of the RRE-mediated feedback loop

The circadian molecular oscillation in the ΔRRE mutant was apparently normal (Figs. 2, 3) but fragile when perturbations were given to CRY1 protein (Fig. 4). The mRNA levels of *Bmal1* show clear circadian rhythms in most tissues of mice^25^ (Fig. 1c) owing to its upstream RREs, which are highly conserved in mammals^20^ (Supplementary Fig. 2a). These lines of evidence raised the possibility that the RRE-mediated feedback loop increased the robustness of the circadian rhythm of E-box-mediated transcription through the functional rhythm of BMAL1. To compare the robustness against environmental perturbations between the ΔRRE oscillator and WT oscillator, we randomly perturbed the model parameter set by changing the parameters within a range of ±50% (see Materials and Methods for details), and examined whether the perturbed parameter sets permit circadian oscillations in the ΔRRE mutant and WT models. Among randomly perturbed 4,000 model parameter sets, 2,620 parameter sets allowed the both models to oscillate (Fig. 5a), and this result is consistent with the apparently normal oscillation in the ΔRRE mutant cells and mice (Fig. 2). Importantly, we found that 519 parameter sets permitted oscillation only in the WT model, whereas 126 parameter sets permitted oscillation only in the mutant model. The fraction of the parameter sets leading to rhythms was not affected even when the criterion for oscillation was modified to be stricter and the total number of perturbed parameters sets was varied (Supplementary Fig. 11). Note that perturbations of parameters associated with clock proteins including REV-ERBs and CRYs (Supplementary Fig. 12) led to a larger decrease of the rhythm amplitude in the ΔRRE model than WT model. Because REV-ERBs regulate the rhythmicity of *Cry1* transcription through the intronic RRE, this result indicates the importance of the dual regulation of BMAL1 functional rhythms, which is consistent with our experimental data (Fig. 4). These results demonstrate that the RRE-mediated feedback loop plays a role in stabilizing the circadian oscillation in the face of external perturbations.

**Fig. 5:**
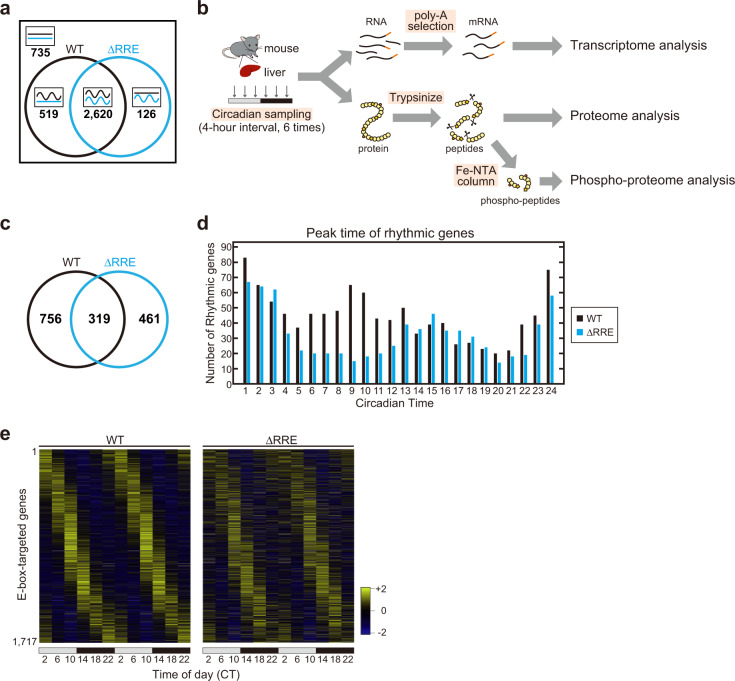
The RRE-mediated feedback loop increases the robustness of the circadian clock. **a** Venn diagram (sizes not to scale) depicting the number of parameter sets that permit oscillations in the ΔRRE mutant and WT models. Four thousand parameter sets were obtained by randomly perturbing the values of the model parameters. **b** The experimental procedures for the transcriptome and proteome analyses. The livers were harvested from the ΔRRE homozygous mice and the control WT mice at 4-hr intervals. The cDNA library was prepared from poly(A)-tailed RNA, and sequenced for transcriptome analysis. The trypsinized peptides were subjected to LC–MS/MS analysis for total proteome analysis, and the phosphorylated peptides were enriched by FeNTA column for phospho-proteome analysis. **c** Venn diagram (sizes not to scale) depicting the number of rhythmic genes in the transcriptome analysis of the ΔRRE mutant and WT mouse liver. **d** A histogram of the number of rhythmic genes peaking at each circadian time. Blue and black indicate the ΔRRE mutants and WT littermates, respectively. **e** Heat maps of mRNA levels of 1717 E-box-targeted genes expressed in the RNA-Seq. Genes were ordered by their peak phases in WT mice from early day to late night. The FPKM values were normalized so that the mean and the variance were set to 0 and 1, respectively, for each row of the maps.

To further explore the advantage of the interlocking structure composed of the two feedback loops, we examined the effects of the ΔRRE mutation on global changes of transcriptome (Supplementary Fig. 13, Supplementary Data 1), proteome (Supplementary Fig. 14, Supplementary Data 2, 3) and phospho-proteome (Supplementary Fig. 15, Supplementary Data 4, 5). 

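The transcriptome was measured by RNA-seq of poly(A)-tailed RNA in 24 liver libraries of male mice, with 2 WT and 2 ΔRRE libraries at each of CT2, CT6, CT10, CT14, CT18 and CT22. The authors deposited the FPKM (fragments scaled by the length of the transcript and by the number of mapped fragments) of 54733 genes in each library, without pooling the replicates. The paper's text does not name the aligner, the genome build or the program behind these values. Supplementary Data 1 lists from 24100934 to 34246976 reads per WT library, with a median of 28234789, and from 22838512 to 31584466 reads per ΔRRE library, with a median of 26222947. Reads mapped more than once made up a median of 13.0% in WT and 11.2% in ΔRRE. The number of reads behind each FPKM value is unknown, so no counting error is given for single values. The 11244 genes with a mean of at least 1 FPKM over all libraries were analysed on the scale of log2(FPKM + 0.1), without further normalization. Across these genes, which are not independent replicates, the 2 libraries of each genotype and time point had a Pearson's r from 0.955 to 0.974 (median 0.968), and other pairs of libraries a median r of 0.956. A cosine and a sine with a period of 24 h were fitted to each gene in each genotype with limma, and rhythmicity was tested with its moderated F-test of both terms. The amplitude given for a gene is that of the fitted cosine wave on the log2 scale, and its peak time is that of the same wave.
*Bmal1*, the gene with the deleted RREs, is listed in the files as Arntl (ENSMUSG00000055116). In WT livers it was highest at CT2, with 12.9 ± 0.406 FPKM (SD, n = 2), and lowest at CT10, with 0.143 ± 0.0726 FPKM (SD, n = 2). In between it measured 2.64 ± 0.312 FPKM at CT6, 1.68 ± 0.754 FPKM at CT14, 5.86 ± 0.144 FPKM at CT18 and 10.8 ± 0.672 FPKM at CT22 (SD, n = 2 each). In ΔRRE livers the means of the 6 time points lay between 2.30 ± 0.284 FPKM at CT10 and 3.61 ± 0.850 FPKM at CT6 (SD, n = 2). The fitted amplitude of Arntl was 2.57 in WT, with a peak at CT22.8 (adjusted p = 0.00102 in limma's test), and 0.29 in ΔRRE (adjusted p = 0.156). Of all 23328 ways to divide the 4 libraries of each time point into 2 and 2, only the division by genotype gave a difference in the fitted rhythm as large as this one (exact permutation p = 4.29e-05, the smallest the design allows). The difference in amplitude depended on the constant added before the logarithm, because the WT values at CT10 are close to it. It was −2.27 with 0.1 FPKM added and −1.50 with 1 FPKM added, and the alternative with 1 FPKM moved it most.

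**Figure D1:**
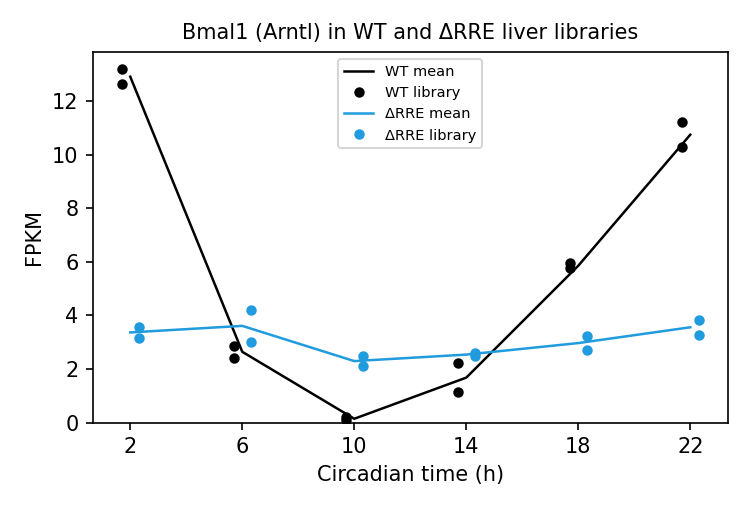
FPKM of *Bmal1* (Arntl) against circadian time in hours in the 24 liver libraries. Points are libraries and lines join the means of 2 libraries in WT (black) and ΔRRE (blue). The WT means range from 0.143 to 12.9 FPKM and the ΔRRE means from 2.30 to 3.61 FPKM.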

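The levels of each gene in ΔRRE and WT livers were compared with limma in a model with the time point as a factor, so that the log2 fold change of a gene is its mean difference over the 6 time points. No gene passed an adjusted p of 0.05 (0 of the genes tested, smallest adjusted p = 0.332 in limma's test), and 1002 genes had an unadjusted p under 0.05, where 562.2 are expected by chance. Of the 1002 genes, 805 were higher and 197 lower in ΔRRE. This direction depended on the scale of the libraries. Each library was also rescaled by the median of its ratios to the geometric mean of the libraries. Then 790 genes had an unadjusted p under 0.05, of which 436 were higher and 354 lower. Rescaling removes a shift shared by most genes whatever its cause, so these counts do not show where the direction came from. The log2 fold change exceeded 1 in either direction for 30 genes, and its median over all genes was 0.04. *Bmal1* had a log2 fold change of −0.01 (standard error 0.40, adjusted p = 0.999 in limma's test). The count rose to 1 in 3 of the alternatives. Csrp3 passed without CT6, with a log2 fold change of 0.78 (adjusted p = 0.0150 in limma's test), and without WT CT6 replicate 2 (0.74). Ccni passed among genes with a mean of at least 20 FPKM, a filter chosen after the data had been seen, with a log2 fold change of 0.20 (adjusted p = 0.0448 in limma's test). Both genes are named here after their values were seen. In data simulated with the spread of these libraries, the test found 93.5% of 200 genes that differed by 1 on the log2 scale. An adjusted p is harder to pass where fewer genes differ, so this share can be lower there.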

We collected livers from the ΔRRE mutant and WT mice at 6 time points (4-hr intervals) throughout the day (Fig. 5b). 

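Rhythmic genes were counted with the criteria of the paper's methods, with the p of the harmonic fit in place of the P of BIO_CYCLE, which was not run here. A gene counted as rhythmic when this p was under 0.3, its highest time-point mean was over 1.5 times its lowest, and the largest SD of its time points was within 1.5 times their difference. By these criteria 4156 genes were rhythmic in WT livers and 3985 in ΔRRE livers, a ratio of 0.959, and 2580 genes were rhythmic in both. *Bmal1* itself met them in ΔRRE, with means from 2.30 FPKM at CT10 to 3.61 FPKM at CT6 and a largest SD of 0.850 FPKM. The paper judged its qRT-PCR levels in the mutant arrhythmic with BIO_CYCLE. The limit on p alone was passed by 6666 genes in WT (59.3%) and 6339 in ΔRRE (56.4%), where 3373.2 are expected without any rhythm. When the libraries of a genotype were assigned to the time points in other orders, a median of 1998 genes met all 3 criteria in WT and 1954 in ΔRRE, and none of the other orders reached the observed counts. With a Benjamini-Hochberg adjusted p under 0.05 in limma's test and a highest mean over 1.5 times the lowest, 1069 genes were rhythmic in WT and 493 in ΔRRE, a ratio of 0.461, and 311 of them were rhythmic in both. To set these ratios against the variation between libraries, the 4 libraries of each time point were also divided into 2 and 2 without regard to genotype. Of 100 such divisions, the real one included, 50 gave a ratio as far from 1 as the observed one by the study's criteria, and 6 did with the adjusted p. Of the 758 genes that passed the adjusted p in WT only, 565 met the study's criteria in ΔRRE and 54 had an unadjusted p under 0.05 for a difference in rhythm between the genotypes. Over the alternatives set in advance, the counts by the study's criteria lay between those with a highest mean over 2 times the lowest (1776 in WT and 1794 in ΔRRE) and those with all genes above 0 FPKM (9297 and 8776). The counts with the adjusted p lay between 341 (adjusted p under 0.01) and 1195 in WT and between 94 (rank test) and 877 in ΔRRE, the higher ones from 1 limma fit with a shared spread. The ratio of the counts with the adjusted p ran from 0.277 (without ΔRRE CT14 replicate 1) to 0.687 (without WT CT10 replicate 2) when 1 library was left out, and was 0.978 with the time point as a factor. Among genes with a mean of at least 20 FPKM, a filter chosen after the data had been seen, the study's criteria gave 660 genes in WT and 700 in ΔRRE. The order of the genotypes by the study's criteria changed with the time point as a factor in place of a cosine (4162 in WT and 4332 in ΔRRE) and with the higher limit on the ratio of means. It also changed without CT2 (3835 and 3947), without CT22 (3911 and 3971), and without ΔRRE CT2 replicate 2 (4159 and 4227), ΔRRE CT14 replicate 2 (4158 and 4229) or ΔRRE CT22 replicate 1 (4159 and 4266).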

In the liver transcriptome analysis, we found that the number of rhythmic genes was reduced in the mutant (Fig. 5c). Such reduction was observed particularly in a population of genes peaked at CT6-CT12 (Fig. 5d, Supplementary Fig. 13). 

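By fitted peak time, 1100 of the genes rhythmic by the study's criteria in WT and 853 of those in ΔRRE peaked from CT6 up to CT12, a ratio of 0.775. Outside this window there were 3056 in WT and 3132 in ΔRRE, a ratio of 1.02. In bins of 2 h the ratio of ΔRRE to WT was lowest from CT4 to CT6, at 0.655, and highest from CT16 to CT18, at 1.48. Among 100 divisions of the libraries, 34 gave a ratio as far from 1 inside the window, and 41 gave as large a difference between the ratios inside and outside it. The ratio of each bin also lay within the range that 90% of the other divisions gave. With the adjusted p, 283 genes in WT and 57 in ΔRRE peaked inside the window, a ratio of 0.201, against 786 and 436 outside it, a ratio of 0.555. By that measure 2 of the 100 divisions gave a ratio as far from 1 inside the window and 9 gave as large a difference between inside and outside. The difference between the windows by the study's criteria depended on the scale of the libraries. After rescaling by the median of ratios, whose factors lay between 0.908 and 1.04 in WT and between 0.985 and 1.08 in ΔRRE, the ratio was 0.971 inside the window and 0.977 outside it. With the adjusted p, rescaling gave 0.295 inside and 0.526 outside. The ratio inside the window with the adjusted p ran from 0.0848 (without ΔRRE CT18 replicate 2) to 0.361 (without WT CT10 replicate 2) when 1 library was left out, and was 0.563 without CT22 and 0.525 with the time point as a factor. The rank test with the adjusted p gave the lowest ratio inside the window, 0.0566, with 0.276 outside it. A filter on a mean of at least 20 FPKM was chosen after the data had been seen. With it the ratio by the study's criteria was 1.11 inside the window and 1.05 outside it. With the adjusted p it was 0.222 inside and 0.675 outside.

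**Figure D2:**
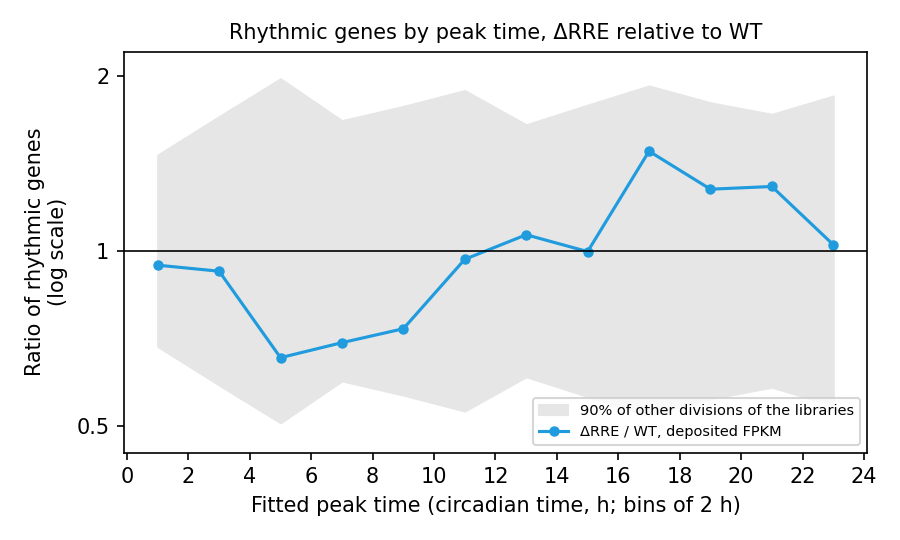
Number of rhythmic genes by the study's criteria in ΔRRE divided by that in WT (log scale), against the fitted peak time in bins of 2 h. The blue line is the division by genotype, and the gray band covers the ratios of 90% of the other divisions of the libraries, taken in both directions. The line runs from 0.655 to 1.48 and stays inside the band.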

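*Dbp* and the *Rev-erb*, *Per* and *Cry* genes, which the paper names as E-box-regulated, are listed in the files as Dbp, Nr1d1 (*Rev-erbα*), Nr1d2 (*Rev-erbβ*), Per1, Per2, Per3, Cry1 and Cry2. All 8 genes had an adjusted p under 0.05 for a rhythm in WT livers and 7 had one in ΔRRE livers in limma's test. The exception was Cry2 (adjusted p = 0.0302 in WT and 0.148 in ΔRRE), and its difference in rhythm between the genotypes was within the variation between libraries (exact permutation p = 0.695). Its call in WT was lost in 6 of the 12 fits that each left out 1 WT library, with the highest adjusted p at 0.0750 without CT22 replicate 2. Dbp (ENSMUSG00000059824) was highest at CT10 in both genotypes, with 104 ± 5.09 FPKM in WT and 82.7 ± 34.3 FPKM in ΔRRE (SD, n = 2 each), a difference smaller than the SD in ΔRRE. At CT6 it measured 33.3 ± 14.9 FPKM in WT and 13.9 ± 8.69 FPKM in ΔRRE (SD, n = 2 each). Nr1d1 (ENSMUSG00000020889) was highest at CT6, with 49.8 ± 24.1 FPKM in WT and 40.8 ± 10.6 FPKM in ΔRRE (SD, n = 2 each), which is again within the SD. Per1 (ENSMUSG00000020893) reached 7.57 ± 0.728 FPKM at CT14 in WT and 12.0 ± 1.48 FPKM at CT10 in ΔRRE (SD, n = 2 each). The amplitude was lower in ΔRRE for 4 of the 8 genes and higher for the others, with log2 ratios from −0.22 (Dbp) to 0.29 (Per2) and a median of −0.01. The fitted peak was later in ΔRRE for 6 of the 8 genes, and the differences ran from −0.314 h (Nr1d2) to 1.18 h (Cry2) with a median of 0.538 h; the same numbers of genes had a lower amplitude and a later peak after rescaling, with a median of 0.484 h. None of the 8 differences in rhythm stood out from the variation between libraries (two-sided exact permutation p of 0.178 for Dbp and higher for the other genes, 0.888 or more when adjusted over the list of 15 clock genes alone). Adjusted over the list alone, 0 of these 8 genes differed in their mean level (2 had an unadjusted p under 0.05), and Per2 came closest with a log2 fold change of −0.50 (list-adjusted p = 0.0904 in limma's test, exact permutation p = 0.0127 before adjustment).

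**Figure D3:**
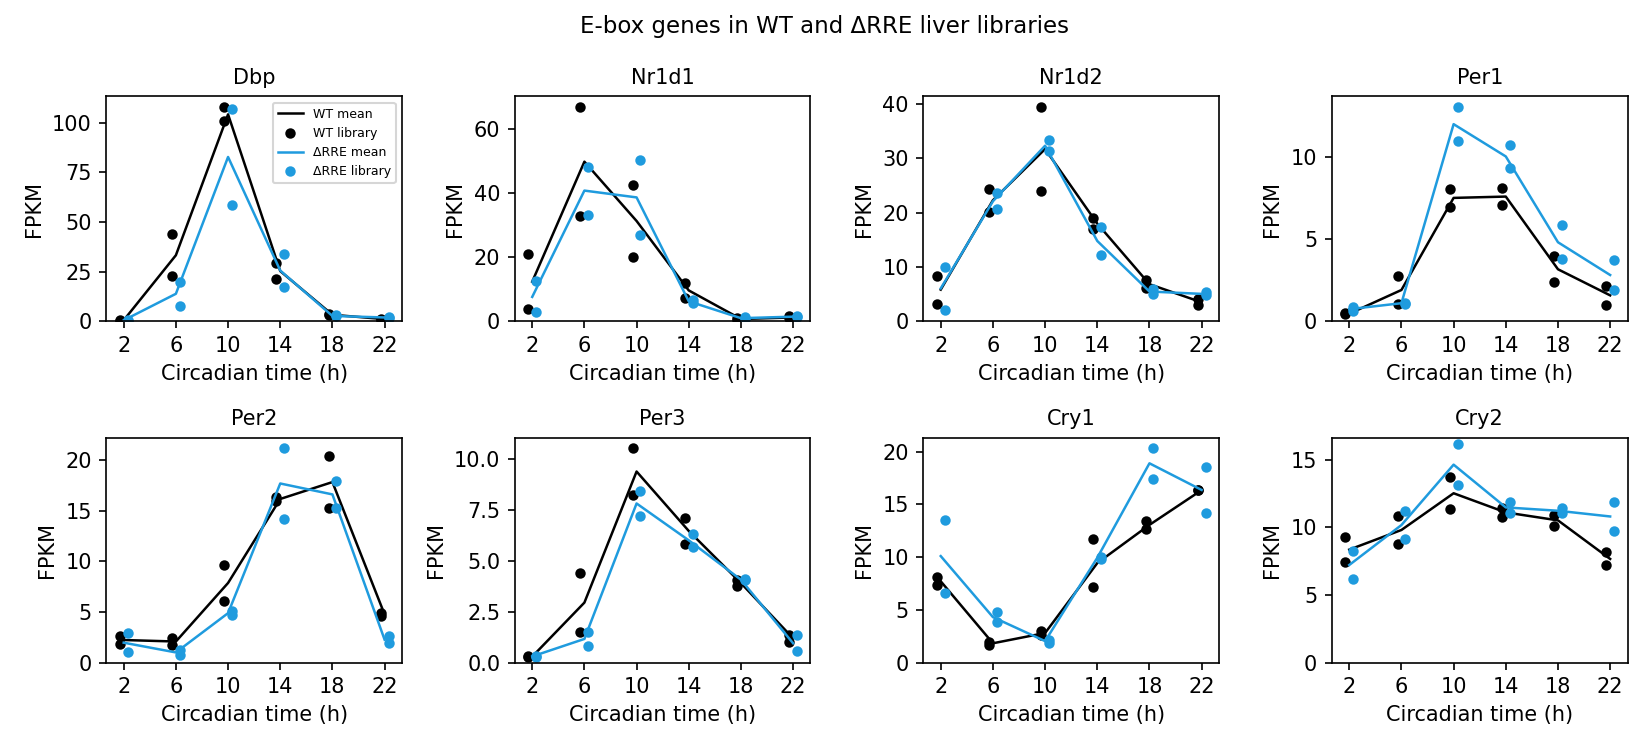
FPKM of 8 E-box genes against circadian time in hours. Points are libraries and lines join the means of 2 libraries in WT (black) and ΔRRE (blue). Both genotypes rise and fall over the day in each panel, and the libraries of Dbp at CT10 differ more in ΔRRE (SD 34.3 FPKM) than in WT (SD 5.09 FPKM).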

Because the circadian expressions of E-box-regulated genes are known to peak at around CT6-CT12 in the mouse liver^3^, we next compared the rhythmicities of the E-box-regulated genes between the ΔRRE and WT livers. Among the E-box-targeted 2186 genes identified in our previous CLOCK-ChIP-Seq study^36^, 1717 genes were detected as expressed in the present RNA-seq analysis. The heat map of the 1,717 genes showed that the temporal expression profiles of the E-box-targeted genes were markedly affected by the ΔRRE mutation (Fig. 5e). 

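The list of genes identified by CLOCK-ChIP-Seq was not used here, and the values are given for all rhythmic genes by peak time. Of the WT genes that were rhythmic by the study's criteria with a peak from CT6 to CT12, 616 (56.0%) were also rhythmic in ΔRRE, and outside the window 1964 (64.3%) were. The rhythm itself differed between the genotypes at an unadjusted p under 0.05 for 62 of the genes in the window (5.64%) and for 147 of those outside it (4.81%). Of the genes that passed the adjusted p in WT, it did for 23 of 283 in the window (8.13%) and for 49 of 786 outside it (6.23%). Over all 11244 genes tested it did for 319. Because a gene chosen for its rhythm in WT tends to look weaker in any other libraries, amplitudes were compared in genes chosen from both genotypes together. One limma model of all libraries found 2107 genes with a joint rhythm at an adjusted p under 0.05. Their amplitude was lower in ΔRRE for 59.2%, with a median log2 ratio of ΔRRE to WT of −0.12. For the 582 genes with a peak from CT6 to CT12, 68.4% were lower and the median was −0.19, and for the 1525 others 55.7% were lower and the median was −0.07. These medians were within the variation between libraries: 13 of 100 divisions of the libraries gave a median over all genes as far from 0, and 50 gave as large a difference between the genes inside and outside the window. After rescaling the order was the opposite, with a median of −0.06 inside the window and −0.10 outside it. When 1 library was left out, the median inside ran from −0.29 (without WT CT6 replicate 2) to −0.05 (without ΔRRE CT22 replicate 1). The median outside ran from −0.14 (without WT CT2 replicate 2) to 0.05 (without ΔRRE CT2 replicate 2). The median over all genes moved most without CT2 (0.03) and was close to 0 without CT22 (0.00209) or without the single library ΔRRE CT22 replicate 1 (−0.00330). The median peak time of the 2107 genes was 0.219 h later in ΔRRE, and 60 of the 100 divisions gave a difference as large.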

The circadian expressions of the rhythmic genes peaked at CT6-CT12 (including many E-box-regulated genes) might be perturbed by the impaired E-box-mediated transcriptional rhythms in the ΔRRE mutants. This observation raised the possibility that the RRE-mediated feedback loop through the *Bmal1* rhythm affected the circadian rhythm of E-box-mediated transcription through the functional rhythm of BMAL1. 

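A difference in the rhythm of single genes was tested with limma in a model of all libraries, in which each genotype had its own mean, cosine and sine. The test of both wave terms had an adjusted p under 0.05 for 1 gene, *Bmal1* (listed as Arntl) itself, with an adjusted p of 0.0463 and a loss of amplitude in ΔRRE. The next smallest adjusted p was 0.99993, and 319 genes had an unadjusted p under 0.05, fewer than the 562.2 expected by chance. Adjusted over the list of clock genes alone, which was set in advance, Arntl had a p of 6.17e-05 in limma's test and was the only gene of the list to pass. The call over all genes was near its threshold. It held in 5 of the 24 fits that each left out 1 library (without WT CT6 replicate 2, WT CT10 replicate 2, WT CT14 replicate 1, or either library of WT CT22), where 1 gene passed, and was lost in 19, where 0 genes passed with at least 284 at an unadjusted p under 0.05. The adjusted p of Arntl ran from 0.00284 to 0.198 over these fits, from 0.00855 (without CT14) to 0.99976 (without CT2) when 1 time point was left out, and from 0.000153 (1 FPKM added before the logarithm) to 0.221 (0.01 FPKM added) over 7 other alternatives. Adjusted over the list alone, Arntl passed in each of these 24 fits, and without ΔRRE CT2 replicate 2 Per2 passed as well (adjusted p = 0.04996 in limma's test). With 1 time point left out, the amplitude difference of Arntl ran from −2.75 to −1.57. Without CT2 the unadjusted p of the difference was 0.000135 in limma's test. In data simulated with the spread of these libraries, 82% of 200 genes that lost a rhythm of amplitude 1 on the log2 scale were found, and 34% of 200 genes whose amplitude fell to 0.5. Both sets were simulated together. An adjusted p is harder to pass where fewer genes differ, so the shares can be lower there. The paper points to the profiles of the rhythmic genes with a peak from CT6 to CT12 and of the E-box-targeted genes (Fig. 5d, e). From them it raises the possibility that the rhythm of *Bmal1* affects E-box-mediated transcription through the function of BMAL1.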

In the simulation, the ΔRRE mutation caused a lengthened phase relationship between peak times of phosphorylated BMAL1 rhythm and mRNA rhythm of *Rev-erbα*, an E-box-regulated gene (Supplementary Fig. 16). This altered relationship would be due to the slower decrease in abundance of active BMAL1 protein (not sequestered by the repressors) in the ΔRRE mutant model. Consequently, the E-box-mediated transactivation driven by active BMAL1 may be delayed in the ΔRRE mutant, leading to lengthening of the circadian period observed in the cellular bioluminescence rhythm (Fig. 2f, g and Supplementary Fig. 6a, b) and the mathematical model (Fig. 3b).

Collectively, the mathematical modeling and experiments on the ΔRRE mutant demonstrated that the RRE-mediated feedback loop plays pivotal roles in stabilizing the circadian timekeeping system and organizing its appropriate output. The present study suggests that the structure consisting of the two interlocking feedback loops provide evolutionary benefit to the circadian clocks.

## Discussion

Transcriptional feedback regulations through DNA *cis*-elements play important roles in various physiological functions. In the circadian clockwork of various organisms, a core negative feedback loop and an additional feedback loop(s) together generate stable oscillations^1^. In the present study, we provide evidence for the physiological roles of the RRE-mediated additional feedback loop in the mammalian circadian clock. We generated the ΔRRE mutant cells and mice that were deficient for circadian expression of endogenous *Bmal1* gene (Fig. 1), and we found that the apparently normal circadian rhythms were maintained in the absence of the RRE-mediated feedback loop (Figs. 2, 3). Integration of mathematical modeling and biochemical analysis of the RRE-deficient mutants, however, revealed that the RRE-mediated feedback loop plays a key role as one of the twin pillars that stabilize the 24-hour timekeeping system (Fig. 4). The two of the RRE-mediated *Bmal1* transcriptional rhythm and CRY1 protein rhythm coordinately drive the BMAL1 phosphorylation rhythm, leading to the E-box-mediated rhythmic transcription and hence providing the robust circadian clock oscillation against the perturbation (Fig. 5a). In addition to the resilience to perturbations, our transcriptome analysis demonstrated a crucial role of *Bmal1* transcriptional rhythm for driving appropriate temporal expressions of E-box-regulated genes (Fig. 5c–e). The reduction of the E-box-mediated gene expression rhythms appears to be due to the loss of the *Bmal1* transcriptional rhythm, though we do not exclude any posttranscriptional effects of the 41-base deletion in 5’-UTR of *Bmal1* mRNA.

A series of knockout studies in mice have identified the core clock genes that are essential to generate circadian rhythms (e.g., *Bmal1*^8^, *Clock* and its paralog *Npas2*^9^, *Cry1/Cry2*^10^*, Per1/Per2*^11,12^ and *Rev-erbα/Rev-erbβ*^13^). As those clock genes are rhythmically transcribed, a natural follow-up question is the role of their rhythmic expressions. A recent study showed that a mutation of a noncanonical E-box (E’-box) located in the promoter region of *Per2* gene perturbed circadian rhythms in cells and mice^37^. Interestingly though, clear *Per2* mRNA rhythms were maintained in the SCN and liver of the mutant mice^37^, suggesting the presence of other circadian regulation(s) at *Per2* transcript level. In comparison, the present study is the first to generate mutant cells and mice in which the expression rhythms of a core clock gene are completely abolished (Fig. 1c). Although the tamoxifen-induced whole-body deficiency of *Rev-erbα* and *Rev-erbβ* genes in mice severely attenuated the circadian rhythmicity of the wheel-running activity^13^, it was recently reported that SCN-specific *Rev-erbα/β*-deficient mice showed a clear behavioral rhythm with a shorter circadian period^38^. This finding is consistent with the previous studies that *Bmal1* expression driven by a non-circadian promoter was able to rescue circadian clock oscillation in *Bmal1*-KO mice^39^ and cells^27^. In the present study, we manipulated the rhythmic transcriptional regulation of endogenous *Bmal1* gene, and found that BMAL1 functional rhythm still persisted due to the post-translation regulation of BMAL1. This result suggests that functional rhythms of the core clock proteins are generated by not only rhythmic transcription but also other rhythmic regulations such as post-translational modifications. Our finding illustrates the risk of assuming that the constitutive expression of clock genes completely abolishes the functional rhythmicities of their encoded proteins.

Here, we discuss the molecular mechanism of how the perturbations of CRY1 protein more strongly affected the circadian oscillation of the ΔRRE mutant than that of WT (Fig. 4). Taking consideration of previous studies that CRY1 suppresses phosphorylation of BMAL1 and stabilizes it^21,23^, we conclude that the RRE-mediated rhythmic transcription of *Cry1* regulates the post-translational rhythm of BMAL1 protein even in the absence of transcriptional rhythm of *Bmal1*. The circadian period and amplitude of the ΔRRE mutant were more susceptible to the alteration of CRY1 protein levels, suggesting that the BMAL1 functional rhythm was regulated by the two pathways; the *Bmal1* transcription rhythm and the CRY1 protein rhythm (Fig. 4h). Note that another possible explanation for the results (Fig. 4) is not excluded. We previously showed that proper stoichiometric balance between activators (BMAL1/CLOCK) and repressors (PERs/CRYs) of E-box-mediated transcription was key to the sustained oscillation^14^. Our mathematical model predicted that an additional negative feedback loop improves the stoichiometric balance^14^, which was then supported by a synthetic oscillator^17^. The loss of the RRE-mediated feedback loop can reduce the stability of the stoichiometric balance between the activators and repressors of E-box. Thus, it is possible that the oscillation of the ΔRRE mutant is fragile to perturbations of not only CRY protein but also various core clock components. Indeed, when the parameters in our mathematical model were randomly perturbed, the ΔRRE mutant model is more likely to lose rhythms compared to the WT model (Fig. 5a).

For most organisms, maintaining the period of the circadian clock close to 24 hour is advantageous for survival^40,41^. It has been reported that some genetic variations which shorten or lengthen the circadian period cause physiological disorders due to desynchronization between the environmental 24-hour cycle and intrinsic rhythms^42,43^. In the ΔRRE mutant cells and mouse tissues, the expression rhythms of some clock genes were slightly phase-delayed when compared with WT (Fig. 2h and Supplementary Fig. 7). These apparent phase-delays could be due to the lengthened circadian period of the peripheral clock in the mutant. Consistently, the period of the bioluminescence rhythm was significantly lengthened by the ΔRRE mutation in NIH3T3 cells (Fig. 2f, g and Supplementary Fig. 6a, b). Thus, the circadian period in the peripheral tissues became longer by the mutation, but no significant difference was detected in the circadian period of the SCN-driven rhythms in behavioral activity between the mutant and WT mice (Fig. 2a, b), suggesting that the central and peripheral clocks in the mutant are locked in phases different from those in WT. The delayed phase of biological functions in the peripheral tissues of the mutant mice could lead to some physiological disorders. In our GO analysis of the liver proteome data, proteins upregulated by the ΔRRE mutation were enriched in biological pathways including “immune system process”, “response to stress” and “plasminogen activation” (Supplementary Fig. 14a and Supplementary Data 3). On the other hand, proteins downregulated by the mutation were enriched in such pathways as “small molecule metabolic process”, “cellular amide metabolic process” and “mitochondrial translation” (Supplementary Fig. 14b and Supplementary Data 3). The deficiency of the RRE-mediated rhythmic transcription of *Bmal1* might result in a pathological condition similar to chronic inflammation and metabolic disorders, possibly due to the phase-delayed profile of the gene expression. Molecularly, Kinase-Substrate Enrichment Analysis (KSEA) based on kinase-substrate relationships^44^ revealed that GSK3β was upregulated but AKT1 and PKC were downregulated in the mutant liver (Supplementary Fig. 15b,c and Supplementary Data 5). These changes of the kinase signaling activities due to the mutation might result in physiological alterations reflected in the GO analysis.

Collectively, we conclude that the highly conserved RRE sequences in the *Bmal1* gene loci confer perturbations-resistance to the circadian clock system and enable well-organized circadian gene expressions in mouse peripheral tissues, which may prevent pathological disorders.

## Methods

### Cell culture

NIH3T3 cells (RIKEN Cell Bank) were maintained at 37 °C under 5% CO_2_, 95% air in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma) supplemented with 10% fetal bovine serum (FBS) and Pen Strep (Gibco) containing final 100 units/mL penicillin and final 100 µg/mL streptomycin.

### Genome editing for generating mutant cell lines

A pX330 vector containing SpCas9 and a chimeric guide RNA (Addgene, cat. no. 42230)^45,46^ was digested by BbsI. For deleting the RRE elements located in the *Bmal1* 5’-UTR region, two sgRNA sequences (Table S1) were designed using an online software, CRISPR direct^47^ (Supplementary Fig. 3). 

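The sequence of both RREs shown in Fig. 1b is found once among the mouse transcripts of GENCODE M21, in *Bmal1* (Arntl, ENSMUSG00000055116), which lies on chromosome 7 of GRCm38 from 113207465 to 113314126 on the forward strand. It spans 55 bp from 113207497 to 113207551 within exon 1 of 20 and reads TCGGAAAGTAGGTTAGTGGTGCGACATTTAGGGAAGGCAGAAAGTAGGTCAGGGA. The annotation places exon 1 from 113207465 to 113207644 in the 5’-UTR, and the coding sequence starts in exon 5 at 113280663. The upstream RRE, AAAGTAGGTTA, lies from 113207501 to 113207511, and the downstream RRE, AAAGTAGGTCA, from 113207537 to 113207547. The sequence of the mutant mouse line in Fig. 1b, TCGGAAGTCAGGGA, lacks 41 of the 55 bases. Their position is unique, from 113207503 to 113207543, so that the deletion removes parts of both RREs and all bases between them.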

The oligonucleotides containing the sgRNA sequences were synthesized (Sigma), phosphorylated, annealed, and ligated with the pX330 vector. NIH3T3 cells were transfected with the plasmids by using Lipofectamine3000 Reagent (Thermo Fisher scientific). After the transfection, cells were seeded at a density of one cell per well in 96 well plates. Wells containing a single colony derived from a single cell were selected. The genome DNA sequences of the target site were checked by direct Sanger sequencing.

### Real-time monitoring of rhythmic gene expression

We performed real-time monitoring of luciferase expression as described previously^48^ with minor modifications. Briefly, NIH3T3 cells plated on 35-mm dishes were transiently transfected with *Bmal1*-luc/pGL4.12. After 24 hrs, the cells were treated with 0.1 µM (final) dexamethasone (Sigma) for 2 hrs to synchronize circadian phase of the cellular clocks in the dish. Then the media were replaced by recording media: phenol red-free DMEM (Sigma) supplemented with 10% FBS, 3.5 g/L glucose, Pen Strep (Gibco) containing 100 units/mL penicillin and 100 µg/mL streptomycin, 0.1 mM luciferin, and 10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (Hepes)-NaOH (pH 7.0) at the final concentrations. The time point of this medium change was defined as Time After Dex (TAD) 0. The bioluminescence signals were continuously recorded for 6 to 8 days in air with Dish Type Luminescencer, Kronos Dio (ATTO) or LumiCycle (Actimetrics) at 37 °C, unless otherwise mentioned.

For knockdown of *Clock*, NIH3T3 cells were transiently transfected with 1 ng or 3 ng of *Clock* shRNA in combination with *Bmal1*-luc/pGL4.12. Target sequence 5’-GAACA TCAGG CTATG ATTAC T-3’ was inserted into pSilencer 3.1-H1 puro vector (Thermo Fisher scientific), and its empty vector was used as a negative control.

To perturb CRYs protein rhythms, SR9009 (Cayman Chemical Company) or KL001 (Cayman Chemical Company) was dissolved in DMSO and mixed with the recording media. For the control, the same volume of DMSO was added as vehicle to the recording media.

Raw data of the bioluminescence rhythms were smoothed by 2-hr moving averages and were detrended by subtracting 24-hr centered moving averages. The highest and lowest levels of bioluminescence in each cycle were defined as the peak and trough, respectively. The circadian periods were calculated by using three peaks and three troughs in each dish. For calculating the amplitudes of the rhythms, the areas under the 4 curves (from the 1st trough to the 2nd peak) of the detrended data were divided by the length of time in this range.

### RNA extraction from cells

NIH3T3 cells plated on 35-mm dishes were treated with 0.1 µM (final) dexamethasone (Sigma), and after 2 hrs, the media were replaced with a fresh one. The cell lysates were collected every 4 hr from 14 hr after the medium change and lysed with TRIzol reagent (Invitrogen). Total RNAs were prepared with the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol.

### Mice

Mice (C57BL/6 background) were handled in accordance with the Guidelines for the Care and Use of Laboratory Animals at The University of Tokyo. Mice were housed in cages with free access to commercial chow (CLEA Japan) and tap water. The animals were maintained in a light-tight chamber at a constant temperature (23 ± 1 °C) and humidity (55 ± 10%). Unless otherwise mentioned, the ΔRRE mutant mice #1 were used for the experiments in this study.

### Generation of mutant mice

Cas9 protein (Guide-it recombinant Cas9 protein, TaKaRa) and sgRNA (Fasmac) were delivered by electroporation to C57BL/6 J embryos at the pronuclear stage as described previously^49^ with slight modifications. Briefly, the embryos were washed three times with Opti-MEM I (Thermo Fisher Scientific) supplemented with 0.1% polyvinylalcohol (PVA) and once with 0.1% PVA-Opti MEM I containing Cas9 protein (100 ng/µL) and sgRNAs (50 ng/µL each). Then the embryos were placed in a line in the gap of an electrode (LF501PT1-10, BEX, Tokyo, Japan) filled with 0.1% PVA-Opti-MEM I (total 5 µL in volume) containing Cas9 protein and sgRNAs, and electroporation was performed using a CUY21EDIT II electroporator (BEX). After electroporation, survived embryos were cultured in modified Whitten’s medium for a night and were transferred into oviducts of 0.5-day-post-coitum recipients.

### Wheel running behavior analysis

Male mice (5–22 wk old) were individually housed in cages each equipped with a running wheel and were entrained to the 12-hr light/12-hr dark (LD) cycles. Wheel revolutions were recorded under the LD cycles for two weeks and subsequently DD condition for 24 days or longer. Their spontaneous locomotor activities were recorded as the number of the wheel revolutions in 5-min bins and were analyzed with ClockLab software (Actimetrics). The circadian period of the activity rhythm under the DD condition was determined via a chi-square periodogram of the wheel running activities from animals that showed rhythmicity with *P* < 0.001, based on the activity in days 11–24 after the start of DD condition.

### RNA extraction from mouse tissues

Tissues from 8- to 24-wk-old male mice were collected every 4 hr from 26 hrs after the beginning of the DD condition (expressed as projected CT). The livers, kidneys, hearts, and eWATs with 3–4 biological replicates were placed in Lysing Matrix D tubes (MP Biomedicals) with TRIzol reagent (Invitrogen), and homogenized by using Fast-Prep 24 instrument (MP Biomedicals). Total RNAs were prepared with the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol.

### Quantitative RT-PCR analysis

For quantification of gene expression, RNAs prepared from NIH3T3 cells and the mouse tissues were reverse transcribed by Go Script Reverse Transcriptase (Promega) with both anchored (deoxythymine) 15 primer and random oligo primers. For quantification of mRNA levels, the cDNAs were subjected to StepOnePlus Real-Time PCR Systems (Applied Biosystems) by using GoTaq Master Mix (Promega) with specific primers of target genes (Table S2). The mRNA levels of clock genes were normalized by that of *Rps29*. The maximum value of WT was normalized to 1.0.

### Real-time monitoring of luciferase expression in mouse tissues

Bioluminescence signals derived from luciferase expression in the SCN, lung and eWAT cultures were recorded as described previously^50^ with some modifications. The *Bmal1*-ΔRRE mice were bred with PER2::LUC knockin mice^51^. The coronal SCN slices (200 µm thick) at the middle of the rostro-caudal axis were prepared from the PER2::LUC-WT and the PER2::LUC-ΔRRE mice by using a vibrating blade tissue slicer (Neo LinearSlicer MT, Dosaka EM). The lung and eWAT samples were prepared by using a razor blade. The tissues were cultured on membranes (Millicell-CM, Millipore) in 35-mm dishes with the recording media. The bioluminescence signals were continuously recorded for 6 to 8 days at 37 °C in air with LumiCycle (Actimetrics).

### Preparation of nuclear fractions of mice liver

Nuclear proteins were isolated as previously described^23^. Briefly, the mouse liver (1 g wet weight) was washed with ice-cold phosphate-buffered saline and homogenized on ice with 9 mL of ice-cold buffer A (10 mM Hepes-NaOH [pH 7.8], 10 mM KCl, 0.1 mM EDTA, 1 mM dithiothreitol [DTT], 1 mM phenylmethylsulfonyl fluoride [PMSF], 4 µg/mL aprotinin, 4 µg/mL leupeptin, 50 mM NaF, and 1 mM Na_3_VO_4_). The homogenate was centrifuged (700 ×g for 5 min), and the resultant precipitate was rinsed twice. The precipitate was resuspended in 2 mL of ice-cold buffer C (20 mM Hepes-NaOH [pH 7.8], 400 mM NaCl, 1 mM EDTA, 5 mM MgCl_2_, 2% [vol/vol] glycerol, 1 mM DTT, 1 mM PMSF, 4 µg/mL aprotinin, 4 µg/mL leupeptin, 50 mM NaF, and 1 mM Na_3_VO_4_). After being gently mixed at 4 °C for 1 hr, the suspension was centrifuged (18,000 × g for 30 min), and the supernatant was used as the nuclear fraction.

### Immunoprecipitation

Immunoprecipitation was performed as previously described^23^ with some modifications. The nuclear fraction of the mouse liver was diluted with two volumes of buffer D1 (20 mM Hepes-NaOH [pH 7.8], 5.5 mM NaCl, 1 mM EDTA, 6.5% [vol/vol] glycerol, 1.5% [vol/vol] Triton X-100, 1 mM DTT, 1 mM PMSF, 4 µg/mL aprotinin, 4 µg/mL leupeptin, 50 mM NaF, and 1 mM Na_3_VO_4_). Both the lysates of NIH3T3 cells and diluted nuclear fractions were incubated at 4 °C for 2 hrs with anti-CLOCK antibody^23^ (CLNT1; D334-3; Medical & Biochemical Laboratories). Protein G-Sepharose 4 Fast Flow (Amersham Biosciences) was then added to this mixture, and mixed gently at 4 °C for 1 hr. The beads were collected by centrifugation for 2 min at 360 × g as the immunoprecipitants.

### Antibodies and immunoblot analysis

Proteins separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS/PAGE) were transferred to polyvinylidene difluoride membrane (Millipore). The blots were incubated in a blocking solution: 1% [wt/vol] skim milk in TBS (50 mM Tris-HCl, 140 mM NaCl, 1 mM MgCl_2_ [pH 7.4]) for 1 hr at 37 °C and then incubated overnight at 4 °C with a primary antibody diluted 1:1,000 in the blocking solution. The signals were visualized by an enhanced chemiluminescence detection system (PerkinElmer Life Sciences). The blot membrane was subjected to densitometric scanning, and the band intensities were quantified by using ImageQuant TL (GE Healthcare). To evaluate the phosphorylation rhythm of BMAL1 protein, we calculated the intensity of the up-shifted band (i.e., phospho-BMAL1) relative to the total band intensity at each time point. Uncropped and unprocessed scans of all the blots were provided in Supplementary Figs. 17, 18. The primary antibodies used in this study were as follows: anti-CLOCK^23^ (CLSP3; D333-3; Medical & Biological Laboratories), anti-ARNTL^23^ (B1BH2; D335-3; Medical & Biological Laboratories), anti-PER1 (PM091; Medical & Biological Laboratories), anti-PER2 (PM083; Medical & Biological Laboratories), anti-CRY1 (PM081; Medical & Biological Laboratories), anti-CRY2 (PM082; Medical & Biological Laboratories), anti-DBP (PM079; Medical & Biological Laboratories), anti-NR1D1 (PM092; Medical & Biological Laboratories), and anti-ATF2 (C-19; sc-187; Santa Cruz Biotechnology).

### Preparation of peptides for LC-MS/MS analysis

Enzymatic digestion of mouse liver proteins was performed as previously described^52^ with some modifications. The livers from 9- to 24-wk-old male mice were collected every 4 hr from 26 hrs after the beginning of the DD condition (expressed as projected CT) and the liver blocks frozen in liquid nitrogen were lysed with ice-cold PTS buffer (12 mM sodium deoxycholate [DOC], 12 mM sodium N-lauroylsarcosinate [SLS], 100 mM NH_4_HCO_3_) containing 1% [vol/vol] Phosphatase Inhibitor Cocktail 2 and 3 (Sigma) followed by extensive sonication in an ultrasonic disruptor (UR-21P; TOMY; output power 5 for 2 min). After centrifugation at 18,000 ×g, protein concentrations in the supernatants were quantified by Pierce 660 nm Protein Assay Reagent, and the supernatants were diluted into 2.5 mg/mL proteins with the PTS buffer. Proteins (2.5 mg/mL, 100 µL) in the solution were reduced with final 10 mM DTT at 60 °C for 30 min, and then alkylated by incubation with final 22 mM iodoacetamide [IAA] at 37 °C for 30 min in the dark. The resultant protein sample was diluted with 100 mM NH_4_HCO_3_ solution up to 1 mL and digested with trypsin (Sigma) at 1:100 [wt/wt] by incubation at 37 °C for 18 hrs in the dark. After the digestion, an equal volume of ethyl acetate was added to the sample, and the mixture was acidified with final 0.5% [vol/vol] TFA and then well mixed in order to transfer the detergents into the organic phase. After the sample was centrifuged at 18,000 × g for 1 min at room temperature, the aqueous phase containing peptides was collected. The sample was concentrated by a centrifugal evaporator (EYELA) and desalted using a MonoSpin C18 column (GL Sciences). After 10% of the eluate was dried by the evaporator, it was analyzed by LC-MS/MS as a sample labeled “total peptides.” For the phospho-proteomics, the remaining eluate was dried and applied to High-select Fe-NTA phosphopeptide enrichment kit (Thermo Fisher Scientific). The enriched sample, labeled “phospho-peptides,” was dried and subjected for LC-MS/MS analysis.

### LC–MS/MS-based proteome analysis

LC-MS/MS-based proteome analysis was performed as previously described^52^ with some modifications. The dried and desalted peptides were dissolved in distilled water containing 2% acetonitrile and 0.1% TFA. The LC-MS/MS analyses were performed using a mass spectrometer (Q Exactive Plus, Thermo Fisher Scientific) equipped with a nano ultra-HPLC system (Dionex Ultimate 3000; Thermo Fisher Scientific). The peptides were loaded to the LC–MS/MS system with a trap column (0.3 × 5 mm L-column ODS; Chemicals Evaluation and Research Institute) and a capillary column (0.1 × 150 mm L-column ODS; Chemicals Evaluation and Research Institute) at a flow late of 20 µL/min. The loaded peptides were separated by a gradient using mobile phases A (1% formic acid in distilled water) and B (1% formic acid in acetonitrile) at a flow late of 300 nL/min (0% B for 5 min, 0–30% B for 150 min, 30–50% B for 10 min, 50–95% B for 0.1 min, 95% B for 9.8 min, 95–0% B for 0.1 min, and 0% B for 5 min). The eluted peptides were electrosprayed (2.0 kV) and introduced into the MS equipment (positive ion mode, data-dependent MS/MS). Each of the most intense precursor ions (up to the top 10) was isolated and fragmented by higher collision energy dissociation (HCD) with the normalized collision energy (27%). For full MS scans, the scan range was set to 350–1500 m/z at a resolution of 70,000, and the automatic gain control (AGC) target was set to 3e6 with a maximum injection time of 60 ms. For MS/MS scans, the precursor isolation window was set to 1.6 m/z at a resolution of 17,500, and the AGC target was set to 5e5 with a maximum injection time of 100 ms. The Orbitrap mass analyzer was operated with the “lock mass” option to perform shotgun detection with high accuracy. The raw spectra were extracted using Proteome Discoverer 2.2 (Thermo Fisher Scientific) and searched against the mouse SwissProt database (TaxID 10,090 and subtaxonomies, v2017-10-25) with following settings. The parameter of the cleavage was set to trypsin, and the missed cleavage was allowed up to 2. The mass tolerances were set to 10 ppm for the precursor ion and 0.02 Da for the fragment ion. As for protein modifications, we set carbamidomethylation (+57.021 Da) at Cys as static (fixed) modifications for peptide, oxidation (+15.995 Da) at Met and phosphorylation (+79.966 Da) at Ser and Thr as dynamic (non-fixed) modifications for peptide, and acetylation (+42.011 Da) at amino-terminus as a dynamic modification for protein terminus. The amount of each peptide was semi-quantified using the peak area with Precursor Ions Quantifier in Proteome Discoverer 2.2. According to the manufacturer’s procedure, relative levels of proteins were quantified based on unique peptides without shared peptides. Comparison of the phosphorylated amino acids between the present study and a previous study^53^ revealed similar proportions of phosphorylated residues, i.e., 85.2% phospho-Serine (pS) and 14.8% phospho-Threonine (pT).

### Gene ontology (GO) analysis

GO analysis was performed with open source software ShinyGO v0.61^54^ with the following settings: search species, mouse; *P* value cutoff (FDR), 0.05; gene sets, GO Biological Process. A hierarchical clustering tree was obtained from the top 20 significant terms.

### Kinase-substrate enrichment analysis (KSEA)

KSEA analysis was performed as previously described^44^ with some modifications. The resources for kinase-substrate relationship dataset used in this analysis were PhosphoSitePlus (ver. 6.5.9.3) (https://www.phosphosite.org/homeAction), RegPhos2.0 (http://140.138.144.141/~RegPhos/index.php) and the Universal Protein Resource (Uniprot) (https://www.uniprot.org). For quantitative analysis, we used all the phosphorylation sites that were identified in our phospho-proteome analysis on the mouse livers. The amount of each substrate peptide was normalized by an average of the amounts of the substrate peptide in WT samples, and the normalized values were represented as log2 fold changes (positive and negative values indicate an increase and decrease in abundance of the phosphorylated peptide, respectively). These values were subjected to a Python package, Kinact (ver. 0.3)^55^, in order to estimate protein kinase activities by using the kinase-substrate relationship dataset. A kinase activity score was defined as the average of the log2 fold changes of substrate peptides.

### Circadian rhythm detection

To analyze the circadian rhythmicity, datasets were run through BIO_CYCLE (ver0.9.3)^56^ obtained from CircadiOmics web portal. The range of the circadian period was set to 20-28 hr according to the default settings. Unless otherwise mentioned, rhythmic genes were clarified with three criteria: (1) BIO_CYCLE P-value is less than 0.3, (2) When the expression levels are averaged at each time, the highest expression level (Peak) is 1.5 times higher than the lowest expression level (Trough), and (3) The largest SD value among each time point (SD_MAX_) is within 1.5 times the deference between the Peak and Trough (Amplitude).

### RNA-seq analysis

RNA-Seq analysis was performed as previously described^26^ with minor modifications. The livers from the mutant and WT male mice harvested at six time points throughout the day (CT2, 6, 10, 14, 18, and 22; *n* = 2) were placed in Lysing Matrix D tubes (MP Biomedicals) with TRIzol reagent (Invitrogen), and homogenized by using Fast-Prep 24 instrument (MP Biomedicals). Total RNAs were prepared with the RNeasy Mini Kit (Qiagen), followed by ethanol precipitation. Poly(A)-tailed RNA was isolated from the total RNA by using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, #E7490) and NEBNext Ultra II Directional RNA Library Prep Kit (NEB, #E7760). The library was sequenced on a NovaSeq 6000 (150 bp, pair end).

### Mathematical model description

We used a mathematical model to investigate how the circadian rhythms of clock molecules can be maintained even in the absence of the RREs of *Bmal1* genes. Their rhythms were simulated by using the Kim–Forger model^14^. The Kim-Forger model is a detailed mathematical model of the intracellular mammalian circadian clock, which describes the reactions among clock molecules (e.g., phosphorylation and binding) in the SCN by using ordinary differential equations based on mass action kinetics (181 variables and 75 parameters)^14^. The model accurately captured various phenotypes of circadian mutations (e.g., *Rev-erbα*^−/−^). To simulate the rhythms in the ΔRRE mutant cells, the RRE-mediated transcriptional regulation of *Bma1* is eliminated in the model. That is, we adjusted the model to make *Bmal1* mRNA be expressed constitutively whose level is the same to the averaged *Bmal1* mRNA level in the WT model (Fig. 3a) based on the experimental data (Fig. 1c). Similarly, to simulate the rhythms in the *Bmal1*- and *Clock*-ΔRRE mutant cells in Supplementary Fig. 8a-c, the RRE-mediated transcriptional regulation of both *Bmal1* and *Clock* is eliminated. That is, we adjusted the model to make *Bmal1* mRNA and *Clock* mRNA be expressed constitutively whose levels are the same with the averaged levels of *Bmal1* mRNA and *Clock* mRNA (Supplementary Fig. 8a).

To simulate the inhibition of FBXL3-dependent degradation of CRYs in Fig. 4a and Supplementary Fig. 9, we decreased the degradation rate constant for CRY1 and CRY2, uro and urt, in the nucleus, respectively, as done in the previous work^34^. To simulate the increase in transcriptional activity of REV-ERBs in Fig. 4d, we decreased the unbinding rate constant for REV-ERBs to *Bmal1* RREs and *Cry1*/*Clock* RREs, unbinrevb and unbinrev, respectively, and thus decreased the dissociation constant of REV-ERBs to *Bmal1* RREs and *Cry1*/*Clock* RREs.

In Fig. 5a, we randomly perturbed all the values of the model parameters, which represent the transcription rates, translation rates, degradation rates, unbinding rates, phosphorylation rates, and nuclear localization rates, by 50%. Then, we checked whether the WT model and the ΔRRE mutant model simulate rhythmic expression of clock molecules. Specifically, to check whether their level oscillates, we measured the relative amplitude (i.e., maximum abundance minus minimum abundance divided by the maximum abundance) of a core clock gene, *Per2*. The rhythmicity criteria were set from weak rhythmicity (the relative amplitude >0.1) to strong rhythmicity (the relative amplitude >0.4). Note that as the expressions of clock molecules are tightly interlocked in the model, the result of the analysis changes little even if other clock gene expression profiles are used to calculate the relative amplitude.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

## Data Availability

The RNA-seq data obtained in this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE199061. The proteomics data obtained in this study have been deposited in PRIDE with the dataset identifier PXD035414. Also, the processed RNA-seq data and proteomics data are provided in the Supplementary Data files. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Dunlap JC (1999). Molecular bases for circadian clocks. Cell.

[2] Wilsbacher LD, Takahashi JS (1998). Circadian rhythms: molecular basis of the clock. Curr. Opin. Genet. Dev..

[3] Ueda HR (2005). System-level identification of transcriptional circuits underlying mammalian circadian clocks. Nat. Genet..

[4] Preitner N (2002). The orphan nuclear receptor REV-ERBα controls circadian transcription within the positive limb of the mammalian circadian oscillator. Cell.

[5] Sato TK (2004). A functional genomics strategy reveals rora as a component of the mammalian circadian clock. Neuron.

[6] Ukai-Tadenuma M (2011). Delay in feedback repression by cryptochrome 1 is required for circadian clock function. Cell.

[7] Yoshitane, H. et al. Functional D-box sequences reset the circadian clock and drive mRNA rhythms. *Commun. Biol*. **2**, 300 (2019).10.1038/s42003-019-0522-3PMC668781231428688

[8] Bunger MK (2000). Mop3 is an essential component of the master circadian pacemaker in mammals. Cell.

[9] DeBruyne JP, Weaver DR, Reppert SM (2007). CLOCK and NPAS2 have overlapping roles in the suprachiasmatic circadian clock. Nat. Neurosci..

[10] van der Horst GT (1999). Mammalian Cry1 and Cry2 are essential for maintenance of circadian rhythms. Nature.

[11] Bae K (2001). Differential functions of mPer1, mPer2, and mPer3 in the SCN circadian clock. Neuron.

[12] Zheng B (2001). Nonredundant roles of the mPer1 and mPer2 genes in the mammalian circadian clock. Cell.

[13] Cho H (2012). Regulation of circadian behaviour and metabolism by REV-ERB-α and REV-ERB-β. Nature.

[14] Kim JK, Forger DB (2012). A mechanism for robust circadian timekeeping via stoichiometric balance. Mol. Syst. Biol..

[15] Pett JP, Korenčič A, Wesener F, Kramer A, Herzel H (2016). Feedback loops of the Mammalian circadian clock constitute repressilator. PLoS Comput. Biol..

[16] Novák B, Tyson JJ (2008). Design principles of biochemical oscillators. Nat. Rev. Mol. Cell Biol..

[17] Chen Y, Kim JK, Hirning AJ, Josić K, Bennett MR (2015). SYNTHETIC BIOLOGY. Emergent genetic oscillations in a synthetic microbial consortium. Science.

[18] Kim JK (2019). Long-range temporal coordination of gene expression in synthetic microbial consortia. Nat. Chem. Biol..

[19] Tsai TY-C (2008). Robust, tunable biological oscillations from interlinked positive and negative feedback loops. Science.

[20] Ueda HR (2002). A transcription factor response element for gene expression during circadian night. Nature.

[21] Kondratov RV (2006). Post-translational regulation of circadian transcriptional CLOCK(NPAS2)/BMAL1 complex by CRYPTOCHROMES. Cell Cycle.

[22] Kwon I (2006). BMAL1 shuttling controls transactivation and degradation of the CLOCK/BMAL1 heterodimer. Mol. Cell. Biol..

[23] Yoshitane H (2009). Roles of CLOCK phosphorylation in suppression of E-box-dependent transcription. Mol. Cell. Biol..

[24] Akashi M, Takumi T (2005). The orphan nuclear receptor RORalpha regulates circadian transcription of the mammalian core-clock Bmal1. Nat. Struct. Mol. Biol..

[25] Zhang R, Lahens NF, Ballance HI, Hughes ME, Hogenesch JB (2014). A circadian gene expression atlas in mammals: implications for biology and medicine. Proc. Natl Acad. Sci. USA.

[26] Terajima H (2017). ADARB1 catalyzes circadian A-to-I editing and regulates RNA rhythm. Nat. Genet..

[27] Liu AC (2008). Redundant function of REV-ERBalpha and beta and non-essential role for Bmal1 cycling in transcriptional regulation of intracellular circadian rhythms. PLoS Genet..

[28] Hirota T (2010). Transcriptional repressor TIEG1 regulates Bmal1 gene through GC box and controls circadian clockwork. Genes Cells.

[29] Kim JK (2013). Modeling and validating chronic pharmacological manipulation of circadian rhythms. CPT Pharmacomet. Syst. Pharmacol..

[30] Kim DW (2019). Systems approach reveals photosensitivity and PER2 level as determinants of clock-modulator efficacy. Mol. Syst. Biol..

[31] D’Alessandro M (2015). A tunable artificial circadian clock in clock-defective mice. Nat. Commun..

[32] Dardente H, Fortier EE, Martineau V, Cermakian N (2007). Cryptochromes impair phosphorylation of transcriptional activators in the clock: a general mechanism for circadian repression. Biochem. J..

[33] Kondratov RV (2003). BMAL1-dependent circadian oscillation of nuclear CLOCK: posttranslational events induced by dimerization of transcriptional activators of the mammalian clock system. Genes Dev..

[34] Hirota T (2012). Identification of small molecule activators of cryptochrome. Science.

[35] Solt LA (2012). Regulation of circadian behaviour and metabolism by synthetic REV-ERB agonists. Nature.

[36] Yoshitane, H. et al. CLOCK-controlled polyphonic regulation of circadian rhythms through canonical and noncanonical E-boxes. *Mol. Cell. Biol*. **34**, 1776–87 (2014).10.1128/MCB.01465-13PMC401903324591654

[37] Doi M (2019). Non-coding cis-element of Period2 is essential for maintaining organismal circadian behaviour and body temperature rhythmicity. Nat. Commun..

[38] Adlanmerini, M. et al. REV-ERB nuclear receptors in the suprachiasmatic nucleus control circadian period and restrict diet-induced obesity. *Sci. Adv*. **7**, eabh2007 (2021).10.1126/sciadv.abh2007PMC855024934705514

[39] McDearmon EL (2006). Dissecting the functions of the mammalian clock protein BMAL1 by tissue-specific rescue in mice. Science.

[40] Pittendrigh CS, Minis DH (1972). Circadian systems: longevity as a function of circadian resonance in Drosophila melanogaster. Proc. Natl Acad. Sci. USA.

[41] Dodd AN (2005). Plant circadian clocks increase photosynthesis, growth, survival, and competitive advantage. Science.

[42] Hirano A (2016). A Cryptochrome 2 mutation yields advanced sleep phase in humans. Elife.

[43] Patke A (2017). Mutation of the Human Circadian Clock Gene CRY1 in Familial Delayed Sleep Phase Disorder. Cell.

[44] Casado P (2013). Kinase-substrate enrichment analysis provides insights into the heterogeneity of signaling pathway activation in leukemia cells. Sci. Signal..

[45] Ran FA (2013). Genome engineering using the CRISPR-Cas9 system. Nat. Protoc..

[46] Cong L (2013). Multiplex genome engineering using CRISPR/Cas systems. Science.

[47] Naito Y, Hino K, Bono H, Ui-Tei K (2015). CRISPRdirect: software for designing CRISPR/Cas guide RNA with reduced off-target sites. Bioinformatics.

[48] Yoshitane H (2012). JNK regulates the photic response of the mammalian circadian clock. EMBO Rep..

[49] Hashimoto M, Takemoto T (2015). Electroporation enables the efficient mRNA delivery into the mouse zygotes and facilitates CRISPR/Cas9-based genome editing. Sci. Rep..

[50] Terajima H, Yoshitane H, Yoshikawa T, Shigeyoshi Y, Fukada Y (2018). A-to-I RNA editing enzyme ADAR2 regulates light-induced circadian phase-shift. Sci. Rep..

[51] Yoo S-H (2004). PERIOD2::LUCIFERASE real-time reporting of circadian dynamics reveals persistent circadian oscillations in mouse peripheral tissues. Proc. Natl Acad. Sci. USA.

[52] Imamura K (2018). ASK family kinases mediate cellular stress and redox signaling to circadian clock. Proc. Natl Acad. Sci. USA.

[53] Brüning F (2019). Sleep-wake cycles drive daily dynamics of synaptic phosphorylation. Science.

[54] Ge SX, Jung D, Yao R (2020). ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics.

[55] Wirbel J, Cutillas P, Saez-Rodriguez J (2018). Phosphoproteomics-based profiling of kinase activities in cancer cells. Methods Mol. Biol..

[56] Agostinelli F, Ceglia N, Shahbaba B, Sassone-Corsi P, Baldi P (2016). What time is it? Deep learning approaches for circadian rhythms. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

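The RNA-seq data of the paper comprise 24 liver libraries of male mice, 12 from WT and 12 from ΔRRE mice, with 2 libraries per genotype at each of CT2, CT6, CT10, CT14, CT18 and CT22. The authors isolated poly(A)-tailed RNA, prepared directional libraries, sequenced them in pairs of reads and deposited 1 table per library with the FPKM of each gene, without pooling replicates. The paper's text names no aligner, genome build or program for the FPKM, and refers to an earlier study for the procedure. The values were not whole numbers and summed to between 554170 and 624746 FPKM per library, as FPKM values do that were not scaled to a common total. In the part of Supplementary Data 1 that could be read here, 47976 of 47976 values of 1999 genes were equal to those of the deposited tables. Counts of reads per gene were not used here, so tests that need counts were not run and no counting error is given for single values. Supplementary Data 1 gives the total reads of each library. Between 95.3% and 97.7% of the reads were mapped in WT and between 96.4% and 98.2% in ΔRRE.

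The samples were grouped by the genotype and time point in their labels, which match the paper. No pair of libraries held the same values: at most 0.0711% of the values of any pair were identical.

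From the deposited FPKM, log2(FPKM + 0.1) was computed for the 11244 of 54733 genes with a mean of at least 1 FPKM over all libraries. The models were fitted with limma 3.58.1 in R 4.3.3, with an intensity-dependent prior for the variance. Gene symbols are those of the deposited tables; 54629 of the 54733 gene identifiers were found in GENCODE M21. In each genotype, a cosine and a sine with a period of 24 h were fitted (harmonic regression) and tested together with limma's moderated F-test. Rhythmic genes were called by the 3 criteria of the paper's methods with this p under 0.3, and separately by a Benjamini-Hochberg adjusted p under 0.05 with a highest time-point mean over 1.5 times the lowest. BIO_CYCLE, which the paper used with periods from 20 to 28 h, was not run here. To compare the measures, a harmonic p was computed from the 716 rows of phosphopeptides in Supplementary Data 4 that could be read here. These rows also list the P of BIO_CYCLE, and 715 of them were used in WT and 712 in ΔRRE. This p came from an ordinary F-test on the values as listed. The moderated p on the log2 scale, which was used for the genes, was not itself compared with BIO_CYCLE. Across phosphopeptides, which are not independent replicates, Spearman's rho was 0.836 over the 17 WT samples and 0.866 over the 12 ΔRRE samples, and both measures fell on the same side of 0.3 for 81.4% and 84.0% of the rows.

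Differences in rhythm between the genotypes were tested in 1 model of all 24 libraries with a separate mean, cosine and sine per genotype, and differences in mean level in a model with time point as a factor and genotype as a term. Genes with a joint rhythm were those whose wave terms of both genotypes were together different from 0 at an adjusted p under 0.05. For single genes, exact permutation tests used all 23328 divisions of the 4 libraries of each time point into 2 and 2. For counts and medians over many genes, 100 of these divisions were fitted, the real one included, and 100 orders of the time points within each genotype. Figures were drawn with matplotlib 3.10.9, and other computations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1.

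The list of clock genes held *Bmal1*, *Dbp*, *Rev-erbα* and *β*, *Per1* to *3*, *Cry1* and *2*, *E4bp4*, *Clock*, *Npas2*, *RORα* and *β*, the reference gene *Rps29* and 1 gene that is not reported here, 16 genes in all. RORβ was listed at 0 FPKM in every library and was not tested, which left 15. The list, the models and the alternatives were set before the data were examined, together with divisions of the libraries for the ratios by peak time and for the median amplitude ratio. The exact permutation tests, the other divisions and the orders of the time points were added later. Also set in advance was the rule for naming genes: the genes of this list, the 5 genes with the largest loss and the 5 with the largest gain of amplitude among those with an adjusted difference p under 0.05, and the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted genotype p under 0.05. No gene other than *Bmal1* met the parts of this rule that need an adjusted p. A list of 20 acute-phase genes was examined in addition, after a few of its members had been seen to differ between replicates.

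The alternatives were another constant before the logarithm (1 or 0.01 FPKM), no filter or a mean of at least 5 FPKM, rescaling of the libraries by the median of ratios, 1 fit with a shared spread, the time point as a factor, a rank test against a cosine, the linear scale, other limits for the p, the adjusted p and the ratio of means, another window from CT5 to CT13, the replicate number as a term, the percentage of reads mapped more than once as a covariate, a prior without trend, and leaving out each library or each time point. A filter on a mean of at least 20 FPKM was added later.

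The steps were tested on simulated data with the means and spread of the 11244 genes. A rhythm with an amplitude of 1 on the log2 scale was found by the adjusted p for 92.2% of 600 genes and by the study's criteria for 99.7% of them, with a median error of the peak time of 0.264 h over 200 genes. Of 10444 genes simulated without a rhythm, the adjusted p called 0.278% and the study's criteria called 14.7%. The test for a difference in rhythm called 0.144% of the same genes.

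The position of the RREs was found by matching the sequence of Fig. 1b to the transcripts of GENCODE M21 and taking coordinates from its annotation of GRCm38. The list of genes identified by CLOCK-ChIP-Seq, sets of genes with E-box or RRE motifs, the proteome and phospho-proteome of the paper, and its qRT-PCR values were not analysed here.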

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

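The exact permutation test was chosen after the result had been seen, as were the comparison of CT2 with CT10 and the use of the fits without single libraries, and so was the use of rescaling as a test of this result, although rescaling itself had been set in advance as an alternative. The rhythm of *Bmal1* (listed as Arntl) is singled out because its test for a difference between the 2 genotypes passed an adjusted p of 0.05 (adjusted p = 0.0463 over all genes in limma's test, with an amplitude difference, ΔRRE minus WT, of −2.27 on the log2 scale). At CT2, CT18 and CT22 both WT libraries lay above both ΔRRE libraries, and at CT6, CT10 and CT14 the mean of WT lay below that of ΔRRE. At CT10 the WT libraries had 0.195 and 0.0919 FPKM and the ΔRRE libraries 2.50 and 2.10 FPKM, and at CT2 the WT libraries had 12.6 and 13.2 FPKM and the ΔRRE libraries 3.58 and 3.16 FPKM. The adjusted p ran from 0.000153 to 0.221 over 7 alternatives set in advance, from 0.00284 to 0.198 over the fits that each left out 1 library, and from 0.00855 to 0.99976 over those that left out a time point.

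A division of the libraries by accident is argued against by the exact permutation test, in which 1 of 23328 divisions gave a difference in the fitted rhythm as large (p = 4.29e-05, the smallest the design allows). Differences in the overall FPKM level between libraries are argued against by rescaling with the median of ratios, after which the adjusted p of the difference was 0.0382 in limma's test. A constant change of the FPKM by the shorter transcript, which lacks 41 of 2908 bases (a factor of 0.02 on the log2 scale), is argued against by the ratio of ΔRRE to WT, which in the closest libraries was still 5.25 higher at CT10 than at CT2 on the log2 scale. A single mislabelled library as the whole cause is argued against by leaving out each of the 24 libraries: the adjusted p over the list alone stayed at or below 0.000265 in limma's test, with an amplitude difference from −2.47 to −1.95. An exchange of the 2 genotypes as a whole was not tested. The values are consistent with a loss of the *Bmal1* rhythm through the deletion (0.0382 after rescaling), and *Bmal1* was on the list set in advance (adjusted p = 6.17e-05 over the list alone in limma's test). From these libraries alone that remains a hypothesis, as no others were used. The paper reports the loss of this rhythm from qRT-PCR, in mutant NIH3T3 cells and in liver, kidney, heart and eWAT of mutant mice. Those qRT-PCR values were not analysed here.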

How the results depend on the processing

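The filter on a mean of at least 20 FPKM was chosen after seeing the data, and the other alternatives were set in advance. With the adjusted p, fewer genes were rhythmic in ΔRRE than in WT in 24 of 24 fits that each left out 1 library, in 6 of 6 that left out a time point and in 15 of 15 others that change this count, with ratios from 0.221 to 0.978 in the last group. By the study's criteria the count in ΔRRE was lower in 21 of 24, 4 of 6 and 13 of 15 fits. The ratio from CT6 to CT12 by the study's criteria was below that outside in 24 of 24, 6 of 6 and 16 of 16, from 0.593 to 0.971 in the last group, and so was the ratio with the adjusted p, from 0.0566 to 0.525. These tallies leave out the filter on 20 FPKM. With that filter the order by the study's criteria was the opposite, 1.11 inside the window and 1.05 outside it. Where a value changed, the cause was not tested, unless the alternative itself changes the number of genes or libraries.

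Without a filter on low values, the study's criteria gave 9297 rhythmic genes in WT and 8776 in ΔRRE, the adjusted p gave 465 and 181, and 0 genes differed in rhythm. With a mean of at least 5 FPKM the study's criteria gave 2005 and 1997 genes and 0 genes differed in rhythm, a filter that leaves out Arntl (mean 4.36 FPKM) before the test; with at least 20 FPKM they gave 660 and 700, the adjusted p gave 315 and 180, and the ratio from CT6 to CT12 was 1.11 by the study's criteria and 0.222 with the adjusted p. That filter leaves out Arntl too, and with it 0 genes differed in rhythm (68 at an unadjusted p under 0.05) and 1 gene, Ccni, in mean level. These filters change the number of genes tested. With an unadjusted p under 0.05 in place of 0.3 there were 2437 and 2031 genes and the ratio outside the window was 0.924. With a highest mean over 2 times the lowest there were 1776 and 1794 genes by the study's criteria and 667 in WT by the adjusted p, and without this limit 6613 and 6278. An adjusted p under 0.01 left 341 genes in WT and 149 in ΔRRE, and 0 with a difference in rhythm. The adjusted p criteria changed the ratios to 0.201 inside the window and 0.555 outside it. One fit with a shared estimate of the spread raised the count in ΔRRE by the adjusted p to 877. The time point as a factor lowered the count in WT to 361, and the rank test lowered the counts to 425 in WT and 94 in ΔRRE.

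With 0.01 FPKM added before the logarithm, 0 genes differed in rhythm, 0 of them from the list of clock genes, and the difference in amplitude of Arntl was −2.52 (adjusted p = 0.221 in limma's test). With the percentage of reads mapped more than once as a covariate both counts were 0 and the difference was −2.26 (adjusted p = 0.0708). Without the trend in limma's prior, 0 genes differed in rhythm. Without a filter on low values the adjusted p of Arntl was 0.135, and without the trend 0.0731. Over 7 alternatives set in advance that refit this test and keep the gene, it ran from 0.000153 to 0.221. It passed in 2 of them (1 FPKM added and rescaling). The linear scale also refits this test, and 1 gene passed there. The adjusted p of Arntl on that scale is not given here and is outside this range and tally. From 176 to 954 genes had an unadjusted p under 0.05 for a difference in rhythm and from 673 to 1709 for one in mean level.

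The labels number the replicates of each genotype and time point, but the numbers do not pair the libraries: over the 66 pairs of groups, the correlations of the deviations of replicates with the same number ran from −0.138 to 0.305 with a median of 0.0669, and 20 were above 0.1. Between the genotypes at the same time point, the 6 correlations ran from −0.119 to 0.206 with a median of 0.0754, and 2 were above 0.1. With the replicate number as a block, 0 genes differed in rhythm, 0 of them from the list, and the difference in amplitude of Arntl was −2.27 (adjusted p = 0.0771 in limma's test). The block changed no other call and no count by more than 1.5 times.

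Without CT2, 616 genes in WT passed the adjusted p. In that fit the ratio outside the window by the study's criteria was 1.13. The median log2 amplitude ratio there was 0.0265 and 0 genes differed in rhythm. Without CT6, 0 genes differed in rhythm and 1 gene, Csrp3, in mean level. Without CT10 the adjusted p gave 507 genes in WT and 257 in ΔRRE, and without CT14 553 and 142. Without CT18 it gave 688 and 237, with 0 genes that differed in rhythm. Without CT22 it gave 655 genes in WT, 0 genes differed in rhythm and the median log2 amplitude ratio was 0.00209. That ratio was −0.06 without CT10, −0.19 without CT14 and −0.18 without CT18, and the median peak time difference was −0.0806 h without CT6, 0.0659 h without CT10 and 0.398 h without CT18. The adjusted p of Arntl ran from 0.00855 without CT14 to 0.99976 without CT2 in these fits and passed in 2 of 6 (without CT10 or CT14). Its amplitude difference ran from −2.75 to −1.57 in them. Without CT2 it was −2.05, with an unadjusted p of 0.000135 in limma's test. The ratio of all genes that passed the adjusted p in ΔRRE to those in WT was 0.257 without CT14, 0.782 without CT2 and 0.884 without CT22. Among genes that passed the adjusted p, the ratio from CT6 to CT12 was 0.118 without CT14, 0.0945 without CT18 and 0.563 without CT22. Outside the window it was 0.980 without CT2, 0.318 without CT14 and 1.015 without CT22. From 298 to 358 genes had an unadjusted p under 0.05 for a difference in rhythm in these fits. Fewer libraries also lower the number of genes that can pass.

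Across the 24 fits that each left out 1 library, the study's criteria gave from 4145 to 4459 genes in WT and from 3892 to 4266 in ΔRRE. The adjusted p gave from 719 to 1074 in WT and, in ΔRRE, from 297 without CT14 replicate 1 to 539 without CT22 replicate 1; it fell by over 1.5 times also without ΔRRE CT18 replicate 1 (327) or 2 (304). The ratio of these 2 counts ran from 0.277 to 0.687, and fell by over 1.5 times without ΔRRE CT14 replicate 1 or either ΔRRE library of CT18. The ratio from CT6 to CT12 ran from 0.656 to 0.916 and that outside from 0.941 to 1.12, by the study's criteria. The ratio outside the window with the adjusted p ran from 0.332 to 0.822. The ratio from CT6 to CT12 with the adjusted p ran from 0.0848 to 0.361. It fell by over 1.5 times without either ΔRRE library of CT10 or CT18 or without ΔRRE CT14 replicate 1, and rose by as much without either WT library of CT10 or WT CT18 replicate 1. The median log2 amplitude ratio ran from −0.17 to −0.00330, the latter without ΔRRE CT22 replicate 1, and was −0.02 without ΔRRE CT2 replicate 2. It also moved by over 1.5 times, to between −0.07 and −0.06, without WT CT10 replicate 2, ΔRRE CT2 replicate 1, ΔRRE CT6 replicate 2 or ΔRRE CT22 replicate 2. The median peak time difference ran from −0.000341 h without ΔRRE CT6 replicate 2 to 0.549 h without ΔRRE CT14 replicate 2. It also fell by over 1.5 times without WT CT14 replicate 1, ΔRRE CT2 replicate 2, ΔRRE CT10 replicate 1 or ΔRRE CT14 replicate 1, and rose by as much without WT CT2 replicate 2, WT CT6 replicate 2, WT CT10 replicate 1, either ΔRRE library of CT18 or ΔRRE CT22 replicate 2. From 0 to 1 genes differed in rhythm over all genes, and from 0 to 1 of the list of clock genes, with 0 in 19 fits and 1 without WT CT6 replicate 2, WT CT10 replicate 2, WT CT14 replicate 1, WT CT22 replicate 1 or WT CT22 replicate 2. Adjusted over the list alone, from 1 to 2 genes did, with Per2 as the added gene without ΔRRE CT2 replicate 2. In mean level from 0 to 1 genes differed, the 1 being Csrp3 without WT CT6 replicate 2. The difference in amplitude of Arntl ran from −2.47 to −1.95. Of the other values for single genes and the clock genes' peak times, 7 changed when a library was left out: 6 were weaker, each of them the amplitude of Cry2 in WT (without CT2 replicate 2, either library of CT10, CT14 replicate 1 or either library of CT22), and 1 moved, the median peak time difference of 10 clock genes.

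Normalizations that need read counts and sets of genes with E-box or RRE motifs were not run, because the deposited values are FPKM and no genome sequence was used here. The depth behind each FPKM value is not known. With 2 libraries per genotype and time point, a rhythm whose amplitude fell to 0.5 of its size was found in 34% of simulated genes. Many genes differed in that simulation, and the share can be lower where few do. This limits what the test for a difference in rhythm can show for changes of that size.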

Differences from the paper's values

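The paper's values were read by eye from its figures, and a value was counted as different when one was more than 1.5 times the other. The main counts by the study's criteria use the harmonic p in place of the P of BIO_CYCLE. They cover only genes with a mean of at least 1 FPKM. BIO_CYCLE was not run, so the part of this exchange in the differences is not known.

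The study's criteria gave 4156 rhythmic genes in WT livers, against the paper's about 1100 in Fig. 5c, read by eye. Of the alternatives set before the data were examined, only the adjusted p criteria, with 1069 genes, fell within 1.5 times the paper's value. In ΔRRE livers they gave 3985 genes, against the paper's about 780 in Fig. 5c, read by eye, and none of these alternatives closed the gap; the adjusted p criteria gave 493. For genes rhythmic in both genotypes the count was 2580, against the paper's about 320 in Fig. 5c, read by eye, and only the adjusted p criteria, with 311 genes, closed the gap.

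With a peak from CT6 to CT12 there were 1100 rhythmic genes in WT, against the paper's about 350 in Fig. 5d, read by eye. A highest mean over 2 times the lowest (384 genes) and the adjusted p criteria (283 genes) closed this gap, and the others did not. In ΔRRE there were 853 genes in this window, against the paper's about 140 in Fig. 5d, read by eye, and none of the alternatives closed the gap; the adjusted p criteria gave 57.

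Where the adjusted p criteria were combined with another alternative set in advance, further values fell within 1.5 times the paper's. One fit with a shared estimate of the spread gave 1195 genes in WT and 877 in ΔRRE, with 317 and 161 of them in the window, and 530 in both genotypes, the last outside the range. For ΔRRE, the replicate number as a term (530 genes), leaving out ΔRRE CT22 replicate 1 (539) and leaving out CT22 (579) also came within the range, as did 107 genes in the window without CT22. Counts in WT within the range came from 1 FPKM (1110) or 0.01 FPKM (1054) added before the logarithm, a mean of at least 5 FPKM (773), rescaling by the median of ratios (1062), no limit on the ratio of means (1157), the replicate number as a term (1092), the percentage of reads mapped more than once as a covariate (1080) and the prior without trend (991). The same alternatives gave from 248 to 334 genes in both genotypes and from 236 to 318 in WT in the window, all within the range. For both genotypes, a highest mean over 2 times the lowest (234 genes) and leaving out CT6 (227) or CT22 (267) did so too, and for WT the window from CT5 to CT13 (385). In WT, 22 of 24 fits that each left out 1 library did, with counts from 719 to 1074 over the 24, and for both genotypes 24 of 24 did, with counts from 214 to 314. For WT genes in the window, 14 of 24 such fits did.

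With the filter on a mean of at least 20 FPKM, which was chosen after seeing the values, the study's criteria gave 700 genes in ΔRRE, 468 in both genotypes and 162 in ΔRRE in the window, each within 1.5 times the paper's value; in WT they gave 660 and 146, which were not.

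The paper states that fewer genes were rhythmic in the mutant, particularly among genes with a peak from CT6 to CT12. By the study's criteria the count was lower in ΔRRE by a ratio of 0.959, with 0.775 inside the window and 1.02 outside it, and after rescaling by the median of ratios the ratio inside the window, 0.971, was close to that outside it, 0.977. The direction with the adjusted p was the one the paper states: the ratio was 0.461 over all peak times, with 0.201 inside the window and 0.555 outside it, and 0.295 and 0.526 after rescaling.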

Other observations

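What the divisions of the libraries would show was written down after the counts had been seen, and the tests of the spread and the depth were chosen then, as was the use of rescaling, the mapped reads and the waveform, alternatives set in advance, as tests of the rhythmic genes. The tests of the peak times of the clock genes, of the order of the time points, of the mean levels and of the acute-phase genes were set before their own values were seen.

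The calls of rhythmic genes within each genotype were not reached with other orders of the time points. Among 100 orders of the 12 libraries, 1 gave as many genes by the study's criteria in WT and 1 in ΔRRE, in each case the real order. The other orders gave from 1127 to 3020 genes in WT and from 1075 to 3484 in ΔRRE. With the adjusted p, the other orders gave 0 genes in WT and from 0 to 37 in ΔRRE.

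Whether the difference between the genotypes exceeds what other divisions of the same libraries give depended on the measure. By the study's criteria, 50 of 100 divisions gave a ratio of the 2 counts as far from 1, 34 gave as large a ratio from CT6 to CT12 and 41 as large a contrast between that window and other peak times, so these differences were within the variation between libraries. With the adjusted p, 6 of 100 divisions gave as large a ratio over all peak times, 2 as large a ratio from CT6 to CT12 (0.201), or 5 after rescaling (0.295), and 9 as large a contrast between the window and other peak times. The lower amplitudes of the genes with a joint rhythm were reached by 13 of 100 divisions and their later peak times by 60. For the count of genes with a difference in rhythm, 2 of 100 divisions gave at least 1 gene, the real one included, and 79 gave at least 319 genes at an unadjusted p under 0.05.

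For the lower number of rhythmic genes in ΔRRE with the adjusted p, several technical explanations were weighed. A larger spread between ΔRRE replicates is argued against: the mean SD between replicates in ΔRRE was 0.951 times that in WT (from 0.922 to 0.966 with each pair of libraries left out), whereas the deviations in WT had to be multiplied by 1.22 to bring its count down to 486. Fewer reads in the ΔRRE libraries are argued against by the 4627 genes with a mean from 1 to 5 FPKM, in which counting error is largest, where this ratio was 0.971 (from 0.960 to 0.987). The percentage of reads mapped more than once is argued against by its use as a covariate, which gave a ratio of ΔRRE to WT genes of 0.359 in place of 0.461. The shape of the fitted curve stays open as an explanation: with the time point as a factor, the ratio was 0.978 (353 genes in ΔRRE and 361 in WT), so the difference between the genotypes may lie in how closely the profiles follow a 24-h cosine. That fit found fewer genes in WT than the 1069 of the cosine, and its own loss of power was not separated from the shape. A division by accident also stays open (6 of 100 divisions), as does an effect of the deletion, which the design names. With 1 fit and a shared estimate of the spread, the ratio was 0.734, and 22 of 100 divisions gave one as large.

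For the contrast between CT6 to CT12 and other peak times by the study's criteria, differences in the overall FPKM level between the libraries are a candidate explanation. After rescaling by the median of ratios, the ratio inside the window was 0.971 and that outside 0.977, and 97 of 100 divisions gave as large a contrast. The scale factors of the WT libraries followed a 24-h wave with an amplitude of 0.04 on the log2 scale and a peak at CT5.03, which was within chance (permutation p = 0.323), and those of ΔRRE one of 0.01 (permutation p = 0.782). With the adjusted p, rescaling gave 0.295 inside the window and 0.526 outside it, and 26 of 100 divisions gave as large a contrast; there an effect of the overall level and a contrast in the genes themselves cannot be told apart, because the contrast changed by less than the divisions vary.

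More genes than in most divisions had an unadjusted p under 0.05 for a difference in mean level between the genotypes: 4 of 100 divisions gave as many as the 1002 observed, and 0 genes passed after adjustment. Differences in the overall FPKM level stay possible as part of the cause. After rescaling, 12 of 100 divisions gave as many as the 790 observed then. The share of genes that were higher in ΔRRE went from 80.3% to 55.2%. Rescaling removes any shift shared by most genes, so it cannot tell a difference in overall level from a broad change in the genes. An effect of the deletion stays open.

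For 8 of the 10 clock genes of the list that were rhythmic in both genotypes, *Bmal1* apart, the fitted peak was later in ΔRRE, with a median difference of 0.538 h. Of 100 divisions of the libraries, 16 gave a median as far from 0. The median was 0.163 h without WT CT6 replicate 1, 0.271 h without WT CT14 replicate 1, 0.277 h without ΔRRE CT2 replicate 2, and at most 0.791 h, without WT CT2 replicate 2. The paper describes a slight phase delay of some clock genes from its qRT-PCR, which was not analysed here. The paper describes *Clock* as rhythmic in the mutant from qRT-PCR, but judged it arrhythmic in NIH3T3 cells of both genotypes. Its amplitude in the liver libraries was 0.68 in WT (adjusted p = 0.0166 in limma's test). In ΔRRE it was 0.56 (adjusted p = 0.124 in limma's test). The difference in its rhythm was within the variation between libraries (exact permutation p = 0.906). Among the other genes of the list, RORα and Rps29 had an adjusted p over 0.05 in both genotypes (for Rora 0.366 in WT and 0.173 in ΔRRE, for Rps29 0.707 and 0.748).

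The 2 ΔRRE libraries of CT14 differed in acute-phase genes, which the liver raises in inflammation. Replicate 1 had 1069 FPKM of Saa1 and 205 FPKM of Lcn2, and replicate 2 had 63.2 and 2.86 FPKM. Mt1 measured 1536 and 32.9 FPKM in the same libraries. These genes had been noticed before a list of acute-phase genes was written. Of the 15 genes of the list that had not been looked at, 14 were higher in replicate 1, with a median difference of 1.45 on the log2 scale, above each of 10000 random lists matched on mean expression (highest 0.59). The lists were matched on mean expression only, and genes that hepatocytes secrete outside this response were not compared. This compares 2 libraries and not conditions, and it is consistent with an acute-phase response in 1 animal. Saa1 and Saa2, Mt1 and Mt2, and Orm1 and Orm2 are similar in sequence, and how reads shared between them were counted is not known. Both ΔRRE libraries of CT10 also lay above the mean of all libraries, by medians of 0.94 and 0.78 on the log2 scale. For the 2 libraries of CT14 these medians were 1.16 and −0.50. They cover the whole list, the genes noticed beforehand included, and so are not values of the 15 other genes alone. A batch or handling difference was not tested, and whether the mutation has a part in it was not tested either. *Bmal1* (Arntl) differed little between the 2 libraries of CT14, with 2.59 and 2.49 FPKM. Without ΔRRE CT14 replicate 1 the number of rhythmic genes in ΔRRE with the adjusted p was 297.

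Among the 758 genes that passed the adjusted p in WT only, 418 had an unadjusted p under 0.05 in ΔRRE and 1, *Bmal1*, had an adjusted p under 0.05 for a difference in rhythm. Among the 182 genes that passed in ΔRRE only, 114 had an unadjusted p under 0.05 in WT, 135 met the study's criteria there, and 27 had an unadjusted p under 0.05 for a difference in rhythm (0 after adjustment).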
